# CITED2 coordinates key hematopoietic regulatory pathways to maintain the HSC pool in both steady-state hematopoiesis and transplantation

**DOI:** 10.1016/j.stemcr.2021.10.001

**Published:** 2021-10-28

**Authors:** Hannah Lawson, Louie N. van de Lagemaat, Melania Barile, Andrea Tavosanis, Jozef Durko, Arnaud Villacreces, Aarushi Bellani, Christopher Mapperley, Elise Georges, Catarina Martins-Costa, Catarina Sepulveda, Lewis Allen, Joana Campos, Kirsteen J. Campbell, Dónal O'Carroll, Berthold Göttgens, Suzanne Cory, Neil P. Rodrigues, Amelie V. Guitart, Kamil R. Kranc

**Keywords:** hematopoietic stem cell, CITED2, MCL-1, PTEN, hematopoiesis

## Abstract

Hematopoietic stem cells (HSCs) reside at the apex of the hematopoietic differentiation hierarchy and sustain multilineage hematopoiesis. Here, we show that the transcriptional regulator CITED2 is essential for life-long HSC maintenance. While hematopoietic-specific *Cited2* deletion has a minor impact on steady-state hematopoiesis, *Cited2*-deficient HSCs are severely depleted in young mice and fail to expand upon aging. Moreover, although they home normally to the bone marrow, they fail to reconstitute hematopoiesis upon transplantation. Mechanistically, CITED2 is required for expression of key HSC regulators, including GATA2, MCL-1, and PTEN. Hematopoietic-specific expression of anti-apoptotic MCL-1 partially rescues the *Cited2*-deficient HSC pool and restores their reconstitution potential. To interrogate the Cited2→Pten pathway in HSCs, we generated *Cited2*;*Pten* compound heterozygous mice, which had a decreased number of HSCs that failed to reconstitute the HSC compartment. In addition, CITED2 represses multiple pathways whose elevated activity causes HSC exhaustion. Thus, CITED2 promotes pathways necessary for HSC maintenance and suppresses those detrimental to HSC integrity.

## Highlights

• Unperturbed hematopoiesis can be sustained long term while the HSC pool is depleted
• CITED2 promotes HSC survival but not quiescence under homeostatic conditions
• CITED2 maintains the HSC pool by controlling *Mcl1* and *Pten* expression

## Introduction

Hematopoiesis is a dynamic and essential process, with the capacity to meet a large demand for differentiated blood cells (∼10^11^ cells per day in humans) (Sender and Milo, 2021). Hematopoiesis critically depends on a pool of bone marrow (BM)-resident adult hematopoietic stem cells (HSCs) at the apex of the hematopoietic differentiation hierarchy, which possess unique self-renewal capacity and multilineage differentiation potential (McCracken et al., 2016). The strict regulation of survival, quiescence, self-renewal, and differentiation in HSCs is essential for life-long maintenance of their pool. While much progress has been made in identifying individual pathways that suppress or promote these fates, the key regulators which coordinate these pathways to maintain the HSC pool both in the steady state and under conditions of physiologic stress remain poorly understood.

CITED2 (CBP/p300-interacting-transactivator-with-an ED-rich-tail 2) is a transcriptional regulator that co-activates or represses multiple transcription factors, including AP-2 (Bamforth et al., 2001), HIF-1alpha (Bhattacharya et al., 1999), PPAR-α (Tien et al., 2004), SMAD2/3 (Chou and Yang, 2006), and c-MYC (Chou et al., 2012) to regulate fundamental cellular processes, such as proliferation, metabolism, differentiation, migration, and autophagy. Consistent with its ubiquitous expression and pleiotropic impact on diverse transcription factors, CITED2 is essential for embryonic development, including fetal liver hematopoiesis (Bamforth et al., 2001, 2004; Chen et al., 2007; Weninger et al., 2005; Withington et al., 2006; Yin et al., 2002), ESC biology (Kranc et al., 2015; Li et al., 2012), adult tissue functions (Kim et al., 2018; Lee et al., 2009; Liu et al., 2019), cellular proliferation (Kranc et al., 2003), and cancer progression (Fernandes et al., 2020). Thus, CITED2 is an important regulator of diverse molecular, cellular, and developmental processes.

A growing body of evidence indicates that CITED2 is a key regulator of adult HSC biology (Du et al., 2012, 2014; Korthuis et al., 2015; Kranc et al., 2009). We previously reported that inducible *Mx1-Cre*-mediated deletion of *Cited2* (in which *Mx1-Cre* is induced by poly(I:C)-stimulated IFN-α production) results in a rapid loss of HSCs via apoptosis and a resultant BM failure (Kranc et al., 2009). In this context, the significant loss of the HSC pool upon inducible *Cited2* deletion is at least in part caused by upregulation of the p19^ARF^-p53 pathway, as genetic ablation of *Cdkn2a* (encoding p16^INK4A^ and p19^ARF^) or *Trp53* (encoding p53) rescues depletion of *Cited2*-deficient HSCs. Another study (Du et al., 2012) employing a different *Cited2* floxed allele, also demonstrated that poly(I:C)-inducible *Mx1-Cre*-mediated *Cited2* deletion results in loss of HSCs (by affecting their quiescence and survival), compromises their reconstitution potential, and leads to a rapid BM failure upon myelotoxic stress. In this study, loss of quiescence, but not increased apoptosis, upon inducible *Cited2* deletion is mediated at least in part by HIF-1alpha, as *Hif1a* deletion partially restores impaired quiescence of HSCs lacking *Cited2* and improves their ability to reconstitute the HSC compartment upon transplantation (Du et al., 2012). Additional analyses of *Cited2*-deficient HSCs indicated alterations in HSC metabolism, namely a decrease in glycolytic flux and an increase in mitochondrial activity (Du et al., 2014), a state associated with a decline in HSC function (Lawson et al., 2021; Wang et al., 2014). However, given that the previous studies outlined above involved poly(I:C) administration, which is known to induce interferon response, proinflammatory pathways, and subsequent over-proliferation in HSCs, the functional significance of CITED2 in maintenance of the HSC pool under steady-state conditions is yet to be investigated.

Here, we reveal that, under steady-state conditions, CITED2 is largely dispensable for unperturbed long-term multilineage hematopoiesis, but is critically required for the maintenance of the HSC pool and HSC function post-transplantation. We found that CITED2 represses pathways that inhibit HSC maintenance and promotes pathways required for HSC integrity. Notably, our functional genetic approaches found that key regulators of HSC maintenance, namely MCL-1 and PTEN, act downstream of CITED2 and mediate, at least in part, its critical role in regulating the HSC pool. Taken together, we propose that CITED2 coordinates multiple fundamental stem cell regulatory pathways to promote the maintenance of the HSC pool under steady-state conditions and upon transplantation.

## Results

### *Cited2* deletion does not derail normal steady-state hematopoiesis

To determine the expression of *Cited2* at different levels of the hematopoietic hierarchy, we sorted Lin^–^Sca-1^+^c-Kit^+^ (LSK) cells, LSKCD48^−^CD150^+^ HSCs, Lin^−^Sca-1^−^c-Kit^+^ (LK) myeloid progenitors, and more-mature Lin^–^ and differentiated Lin^+^ hematopoietic cell populations, and performed qRT-PCR. *Cited2* was expressed in all compartments, with significantly higher expression in the HSC population compared with myeloid progenitors and more mature hematopoietic cell populations (Figure 1A). Furthermore, to compare the expression of *Cited2* in long-term HSCs (LSKCD34^−^CD135^−^), MPP1 (LSKCD34^+^CD135^−^CD150^+^CD48^−^), MPP2 (LSKCD34^+^CD135^−^CD150^+^CD48^+^), and MPP3 (LSKCD34^+^CD135^−^CD150^−^CD48^+^) populations, lymphoid-primed multipotent progenitors (LSKCD34^+^CD135^+^), which correspond to the MPP4 population, and CMP (LKCD34^+^FcγRII/III^low^), GMP (LKCD34^+^FcγRII/III^high^), and MEP (LKCD34^−^FcγRII/III^low^) compartments, we analyzed our SMART2-seq single-cell expression data in these populations (Nestorowa et al., 2016). *Cited2* was rather uniformly expressed across these populations (Figure 1B), with the highest expression in the HSC, GMP, and CMP compartments, and lowest in the MEP population. Moreover, we employed our 10× Genomics single-cell RNA sequencing (RNA-seq) data set (Dahlin et al., 2018) to compare *Cited2* expression between HSCs and committed progenitor cell compartments. *Cited2* was expressed highly in HSCs and committed megakaryocytic progenitors, but decreased in committed lymphoid, basophilic, neutrophilic, and erythroid progenitor cells (Figure 1C). Thus, *Cited2* is ubiquitously expressed in hematopoiesis, with robust high expression at the apex of the hematopoietic hierarchy, and lower expression in more differentiated cells.

**Figure 1:**
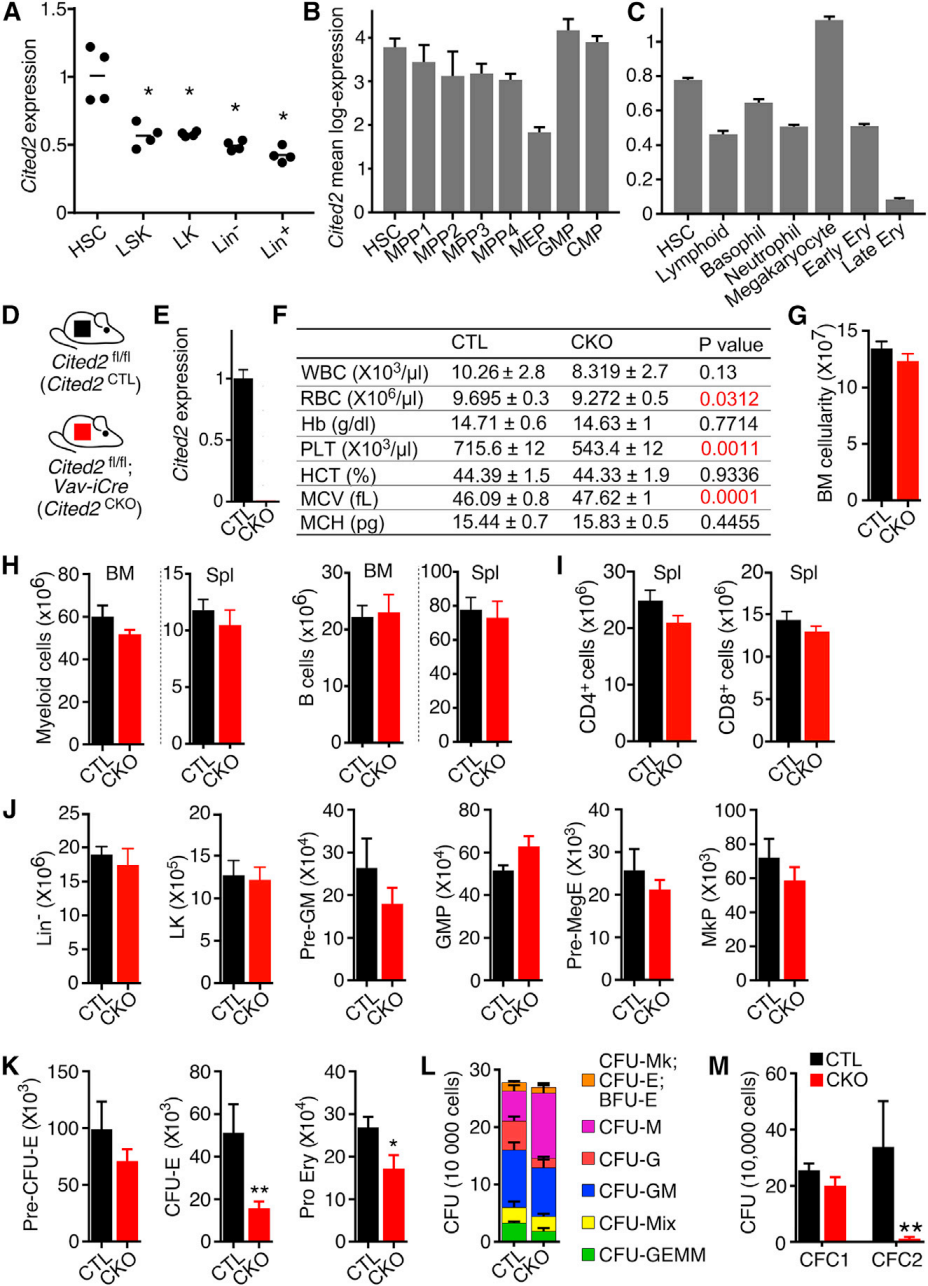
Hematopoiesis-specific *Cited2* deletion does not derail multilineage hematopoiesis (A) *Cited2* mRNA levels in cells isolated from 8-week-old C57BL/6 mice (n = 4). (B) *Cited2* expression in different hematopoietic compartments determined using single-cell SMART2-seq. (C) *Cited2* expression in HSCs and committed progenitor cell compartments determined by 10× Genomics single-cell RNA-seq. (D) *Cited2*^fl/fl^ mice were bred to *Vav-iCre* mice to generate *Cited2*^fl/fl^;*Vav-iCre* (*Cited2*^CKO^) mice. *Cited2*^fl/fl^ mice were used as controls (*Cited2*^CTL^). (E) *Cited2* expression in c-Kit^+^ cells from BM of *Cited2*^CTL^ and *Cited2*^CKO^ mice (n = 4). (F) PB counts of 8- to 10-week-old mice (n = 14). (G) Total BM cellularity (n = 6–9). (H) Total number of differentiated myeloid (Gr-1^+^Mac-1^+^) and B cells (CD19^+^B220^+^) in BM and spleen (Spl) (n = 6–9). (I) Total number of mature CD4^+^ and CD8^+^ T cells in spleens (n = 6–9). (J) Total number of Lin^−^ cells, LK cells, pre-GM (LKCD41^−^FcγRII/III^−^CD150^−^CD105^−^), GMP (LKCD41^−^FcγRII/III^+^), Pre-MegE (LKCD41^−^FcγRII/III^−^CD150^−^CD105^+^), MkP (LKCD41^+^CD150^+^) cells (n = 5). (K) Total number of Pre-CFU-E (LKCD41^−^FcγRII/III^−^CD150^+^CD105^+^), CFU-E (LKCD41^−^FcγRII/III^−^CD150^+^CD105^+^CD71^+^Ter119^−^), and Pro Ery (LKCD41^−^FcγRII/III^−^CD150^+^CD105^+^CD71^+^Ter119^+^) cells (n = 5). (L) Colony-forming unit (CFU) assay performed with 10^4^ BM cells from 8- to 10-week-old mice. CFU-megakaryocyte (CFU-Mk), CFU-erythroid (CFU-E), burst-forming unit (BFU-E), CFU-granulocyte (CFU-G), CFU-monocyte/macrophage (CFU-M), CFU-granulocyte, and monocyte/macrophage (CFU-GM); at least three lineages (CFU-Mix), CFU with all four lineages, granulocyte, erythroid, monocyte/macrophage, and megakaryocyte (CFU-GEMM) (n = 7). (M) Colony counts of primary and secondary cultures (n = 7). For (B), (C), and (F)–(M), data are mean ± SEM. ^∗^ p < 0.05, ^∗∗^p < 0.01

Given that the functional significance of *Cited2* in unperturbed hematopoiesis remains poorly understood, we combined the *Cited2*^fl^ allele (Kranc et al., 2009; MacDonald et al., 2008) with *Vav-iCre* (de Boer et al., 2003) to generate *Cited2*^fl/fl^;*Vav-iCre* (*Cited2*^CKO^) mice (Figure 1D), where *Cited2* is deleted specifically from the hematopoietic system shortly after the emergence of HSCs. Consequently, *Cited2* expression was completely lost in BM c-Kit^+^ cells isolated from *Cited2*^CKO^ mice (Figure 1E). Surprisingly, *Cited2* deletion had no impact on animal viability, and all animals survived to adulthood without any obvious defects. Peripheral blood (PB) analyses of 8- to 12-week-old *Cited2*^CKO^ mice revealed unaffected WBC counts, with mild anemia and thrombocythemia (Figure 1F). Furthermore, *Cited2*^CKO^ mice displayed normal BM cellularity (Figure 1G) and unaffected numbers of differentiated myeloid and B lymphoid cells in the BM and spleens (Figure 1H), as well as normal distribution of T cells in the thymi and spleens (Figures S1 and 1I). *Cited2*^CKO^ mice also had normal myeloid and megakaryocytic progenitor cell numbers (Figure 1J). Notably, consistent with mild anemia (Figure 1F), mice lacking *Cited2* had significantly decreased numbers of BM erythroid progenitors (Figure 1K). Finally, colony-forming cell (CFC) assays showed normal differentiation potential of *Cited2*^CKO^ BM cells (Figures 1L and 1M). Importantly, however, *Cited2*-deficient cells failed to form secondary colonies after replating, suggesting that *Cited2* is required for propagation or self-renewal of progenitor cells (Figure 1M). Taken together, while *Cited2* deletion compromises erythroid progenitors and causes mild anemia, it is otherwise not essential for normal steady-state multilineage hematopoiesis in young adult mice.

### *Cited2* is required for the maintenance of the HSC pool under steady-state conditions and its expansion upon aging

We next determined the impact of *Cited2* deletion on HSCs and primitive progenitor cells. We found that the total number of LSK cells (the compartment comprising HSCs and functionally distinct lineage-biased multipotent progenitors [MPP1-4]) was not affected in young 8- to 12-week-old *Cited2*^CKO^ mice (Figure 2A). Markedly, however, mice lacking *Cited2* displayed significant depletion of HSCs and the most primitive progenitors (i.e., MPP1 population), with an increase in MPP2 population and unchanged numbers of the MPP3-4 populations. Thus, despite a select reduction in absolute HSC and MPP1 cell numbers, *Cited2*^CKO^ mice sustain largely unaffected unperturbed steady-state multilineage hematopoiesis.

**Figure 2:**
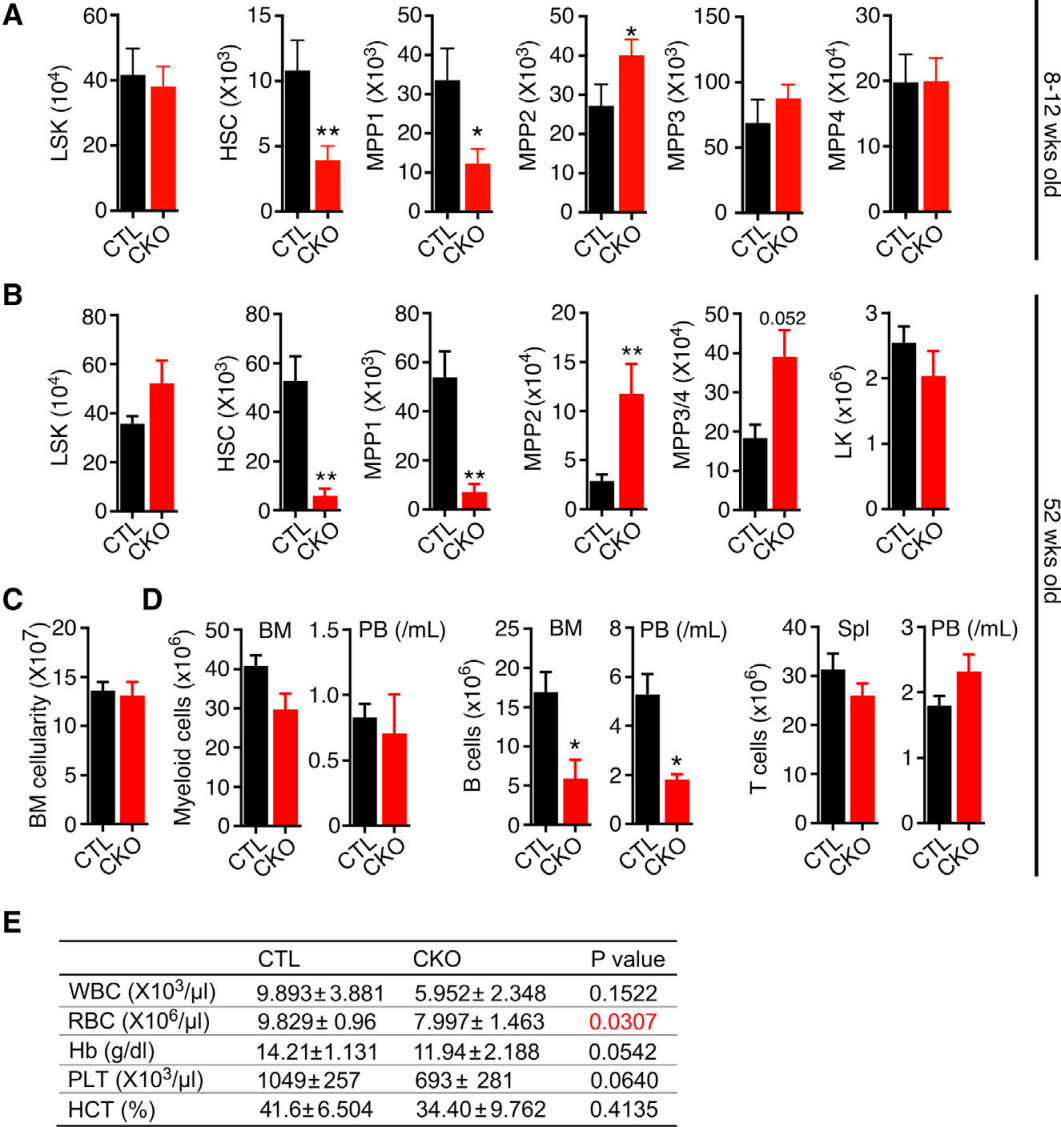
*Cited2* is required for the maintenance of the HSC pool and its expansion upon aging (A) Total number of LSK cells, LSKCD48^−^CD150^+^Flt3^−^CD34^−^ HSCs, LSKCD48^−^CD150^+^Flt3^−^CD34^+^ MPP1, LSKCD48^+^CD150^+^Flt3^−^ MPP2, LSKCD48^+^CD150^−^Flt3^−^ MPP3, and LSKCD48^+^CD150^−^Flt3^+^ MPP4 populations in BM of 8- to 10-week-old mice (n = 6–9). (B) Total number of LSK cells, HSCs, MPP1, MPP2, MPP3/MPP4, and LK cells in BM in 52-week-old mice (n = 6). (C) BM cellularity in 52-week-old mice (n = 6–9). (D) Total number of differentiated myeloid cells (Gr-1^+^Mac-1^+^) and B cells (CD19^+^B220^+^) in BM, spleen (Spl) and PB in 52-week-old mice (n = 6–9). (E) PB counts in 52-week-old *Cited2*^CTL^ and *Cited2*^CKO^ mice (n = 6–9). For (A)–(E), data are mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01.

Next, we investigated the impact of prolonged *Cited2* deficiency on long-term HSC maintenance during unperturbed hematopoiesis. We aged mouse cohorts for 52 weeks and found that *Cited2* deficiency had no impact on mouse survival (data not shown). Consistent with physiological HSC aging, during which the HSC pool undergoes expansion (Geiger et al., 2013), we found that aging *Cited2*^CTL^ mice had approximately 5-fold more HSCs compared with 8- to 12-week-old *Cited2*^CTL^ mice (Figures 2A and 2B). Strikingly however, *Cited2*^CKO^ HSCs failed to expand upon aging and remained severely depleted compared with *Cited2*^CTL^ HSCs (Figure 2B). Furthermore, while the MPP1 population also remained depleted, the numbers of MPP2 and MPP3/4 populations were increased in 52-week-old *Cited2*^CKO^ mice. Aging *Cited2*^CKO^ mice had normal BM cellularity and unaffected numbers of primitive and differentiated myeloid cells and T cells, while B cell numbers were decreased (Figures 2C and 2D). Apart from anemia and a significant drop in B cells, PB analyses showed no other major abnormalities (Figures 2D and 2E). Taken together, *Cited2* is essential for both the maintenance of HSCs and their expansion during physiological aging, but remarkably, despite this, *Cited2* is not critical for long-term multilineage hematopoiesis. Notably, these data also reveal the requirement for CITED2 in the maintenance of the B cell lineage, meriting further investigations.

### *Cited2* is essential for post-transplantation HSC functions

Given that *Cited2*^CKO^ mice do not display any severe hematopoietic defects despite a substantial depletion of the HSC pool, we next investigated the multilineage reconstitution capacity of *Cited2*^CKO^ HSCs. We competitively transplanted 100 HSCs from 8- to 12-week-old *Cited2*^CKO^ and *Cited2*^CTL^ mice into lethally irradiated recipients (Figure 3A). *Cited2*-deficient HSCs failed to reconstitute hematopoiesis (Figure 3B), and were unable to contribute to the LSK pool of recipient mice (Figure 3C). Given that HSCs lacking *Cited2* have no reconstitution activity but that *Cited2*^CKO^ mice are able to sustain hematopoiesis, we next asked whether the reconstitution activity is contained within the LSK compartment. We competitively transplanted LSK cells from 8- to 12-week-old *Cited2*^CKO^ and *Cited2*^CTL^ mice (together with 200,000 unfractionated CD45.1^+^ BM cells) and found that they also dramatically failed to reconstitute hematopoiesis (Figure 3D), and did not contribute to the LSK pool of the recipients (Figure 3E). Given that both *Cited2*-deficient HSCs and LSK cells fail to reconstitute hematopoiesis, we asked whether *Cited2* loss impacts on the ability of HSCs to home to the BM. We transplanted LSK cells from *Cited2*^CKO^ and *Cited2*^CTL^ mice into irradiated recipients (Figure 3F), and found equal numbers of control and *Cited2*-deficient CD45.2^+^ cells 18 h after injection, indicating that LSK cells lacking *Cited2* are able to home to the BM as efficiently as their *Cited2*^CTL^ counterparts (Figure 3G). Therefore, although multilineage steady-state hematopoiesis is maintained in *Cited2*^CKO^ mice, neither HSC nor LSK populations lacking *Cited2* have the ability to repopulate hematopoiesis upon transplantation. Thus, although *Cited2*-deficient HSCs home to the BM, they critically require *Cited2* to contribute to and sustain hematopoiesis upon transplantation.

**Figure 3:**
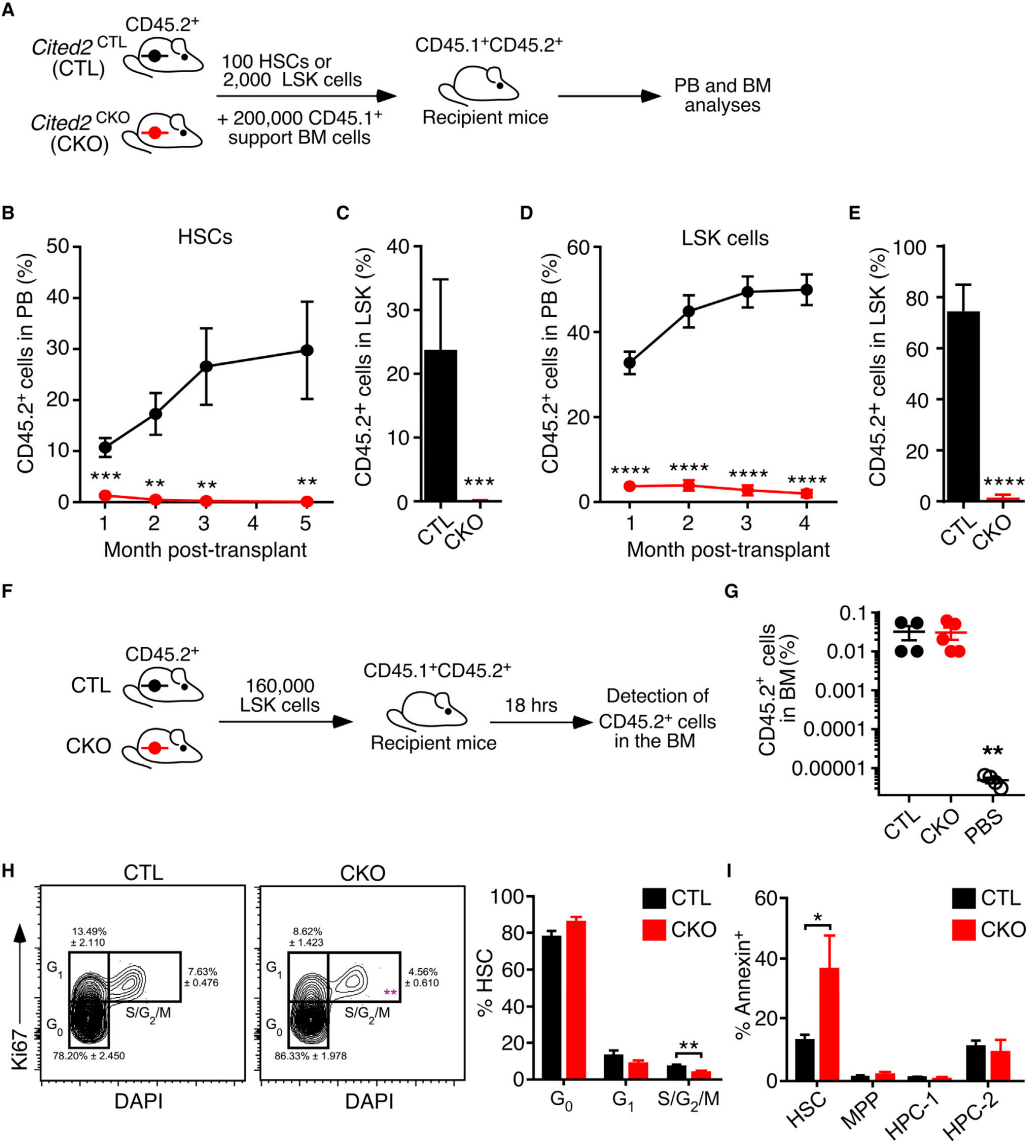
HSCs critically require *Cited2* to reconstitute hematopoiesis upon transplantation (A) Transplantation assay: 100 HSCs or 2,000 LSK cells sorted from *Cited2*^CTL^ and *Cited2*^CKO^ mice were transplanted into lethally irradiated recipients together with 200,000 support CD45.1^+^ total BM cells. (B and C) Percentage of donor-derived CD45.2^+^ cells in (B) PB and (C) the LSK cell compartment of recipient mice following transplantation of 100 HSCs (n = 5 recipients per donor; 2 donors per genotype). (D and E) Percentage of donor-derived CD45.2^+^ cells in (D) PB and (E) the LSK compartment of the recipient mice following transplantation of 2,000 LSK cells (n = 4 recipients per donor; 4 donors per genotype). (F) Homing assay: 160,000 LSK cells were injected into irradiated CD45.1^+^-recipient mice and analyzed 18 h later. (G) Percentage of donor-derived CD45.2^+^ cells in BM (n = 4–5). (H) Percentage of HSCs from 8- to 10-week-old *Cited2*^CKO^ and *Cited2*^CTL^ mice in the G_0_ (DAPI^−^Ki67^−^), G_1_ (DAPI^−^Ki67^+^), and S/G_2_/M (DAPI^+^Ki67^+^) phases of the cell cycle (n = 3). (I) Percentage of Annexin V^+^ cells in the HSC, MPP, HPC-1, and HPC-2 cell compartments in BM of *Cited2*^CKO^ and *Cited2*^CTL^ mice (n = 3). For (B)–(E) and (G)–(I), data are mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01, ^∗∗∗^p < 0.001, ^∗∗∗∗^p < 0.0001.

### HSCs lacking *Cited2* remain quiescent but display increased apoptotic rate

Depletion of HSCs and their failure to sustain hematopoiesis upon serial transplantation frequently result from a loss of HSC quiescence or increased apoptosis (Rossi et al., 2012). Thus, we investigated whether the reduction of HSCs and their reconstitution failure upon *Cited2* deletion is associated with changes in these HSC fates. To determine the cell-cycle status of *Cited2*-deficient HSCs, we employed Ki67 and DAPI staining, which showed no differences in quiescence between *Cited2*^CTL^ and *Cited2*^CKO^ HSCs (Figure 3H). Notably, however, the percentage of actively cycling HSCs (i.e., those in S/G2/M phases) was decreased in the absence of *Cited2* (Figure 3H). Furthermore, to determine the rate of cell death in *Cited2*-deficient HSCs, we used Annexin V staining. *Cited2*-deficient HSCs, but not primitive progenitors, displayed a significantly increased rate of apoptosis compared with their *Cited2*^CTL^ counterparts (Figure 3I). Therefore, depletion of *Cited2*-deficient HSCs, and their inability to expand over time and reconstitute hematopoiesis upon transplantation likely result, at least in part, from a decrease in HSC cycling and an increase in their apoptosis.

### *Cited2* maintains HSCs by regulating *Mcl1* expression

To understand the mechanisms through which *Cited2* loss depletes the HSC pool in *Cited2*^CKO^ mice and compromises HSC functions upon transplantation, we performed gene expression analyses in HSCs sorted from *Cited2*^CKO^ and *Cited2*^CTL^ mice. Interestingly, we found that the expression of key HSC regulators, including *Mcl1*, *Pten*, and *Gata2* (Menendez-Gonzalez et al., 2019; Opferman et al., 2005; Yilmaz et al., 2006), was decreased in *Cited2*-deficient HSCs (Figure 4A), suggesting that CITED2 may control several pathways important for HSC maintenance.

**Figure 4:**
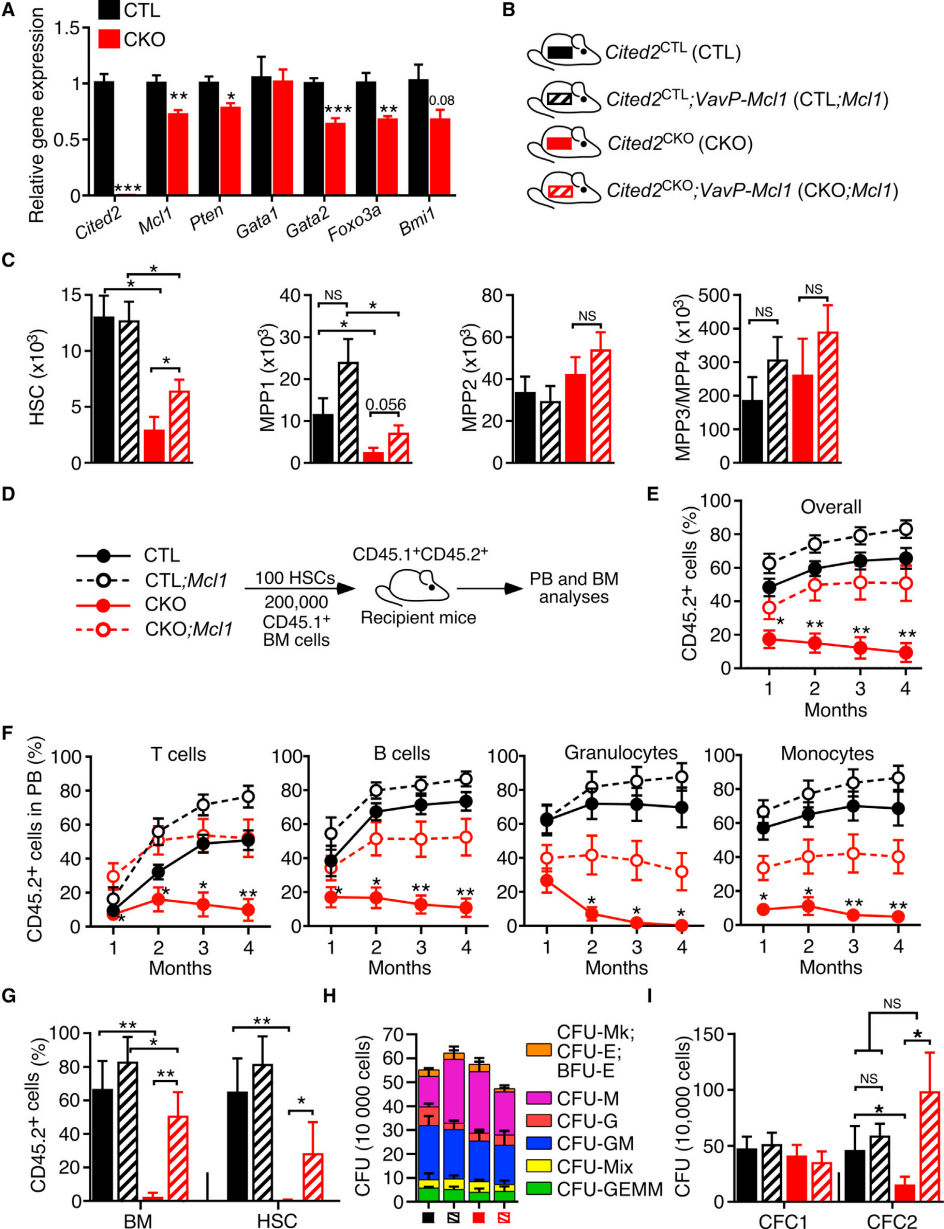
*Mcl1* partially restores normal HSC maintenance and function of *Cited2*-deficient HSCs (A) Expression of *Cited2*, *Mcl1*, *Pten*, *Gata1*, *Gata2*, *Foxo3a*, and *Bmi1* in LSK cells sorted from 8-week-old *Cited2*^CTL^ and *Cited2*^CKO^ mice (n = 4). (B) Schematic representation of experimental mouse cohorts; *Cited2*^CTL^, *Cited2*^CTL^;*Mcl1*, *Cited2*^CKO^, and *Cited2*^CKO^;*Mcl1*. (C) Total number of HSC, MPP1, MPP2, and MPP3/MPP4 cell populations in BM of 8- to 10-week-old mice (n = 4–6 mice per genotype). (D) Transplantation assay: 100 HSCs were transplanted into lethally irradiated recipients together with 200,000 unfractionated CD45.1^+^ BM cells. (E) Percentage of donor-derived CD45.2^+^ cells in PB following transplantation (n = 4 recipients per donor; n = 2–3 donors). (F) Percentage of donor-derived CD45.2^+^ cells overall in the monocyte, granulocyte, B cell, and T cell compartments of PB. (G) Percentage of donor-derived CD45.2^+^ cells in total BM and HSC compartments of the recipient mice. (H) CFU assay performed with 10^4^ BM cells from 8- to 10-week-old mice (n = 5). (I) Total CFC counts of primary and secondary cultures (n = 5). For (A), (C), and (E)–(I), data are mean ± SEM. ^∗^p < 0.05, ^∗∗^p < 0.01.

Myeloid cell leukemia 1 (MCL-1) is a pro-survival BCL-2 protein family member, whose *Mx1-Cre*-mediated deletion results in severe loss of HSCs and BM failure (Opferman et al., 2005), thus resembling the phenotype resulting from *Mx1-Cre*-mediated *Cited2* deletion (Kranc et al., 2009). Moreover, MCL-1 is also required for self-renewal of human HSCs (Campbell et al., 2010a). Given that *Mcl1* expression was decreased in *Cited2*-deficient HSCs, we sought to determine whether MCL-1 can rescue HSC defects resulting from *Cited2* deletion *in vivo*. We bred *Cited2*^CKO^ mice to *VavP-Mcl1* transgenic mice (Campbell et al., 2010b), which overexpresses *Mcl1* specifically within hematopoietic system, under the control of *Vav* regulatory elements (Figure 4B). Interestingly, *Mcl1* overexpression in *Cited2*^CKO^ mice (i.e., *Cited2*^CKO^;*Mcl1* mice) resulted in a partial rescue of the HSC and MPP1 cell pools compared with *Cited2*^CKO^ mice (Figure 4C). To investigate if *Mcl1* overexpression can support *Cited2-*deficient HSCs to reconstitute hematopoiesis, we competitively transplanted 100 HSCs from *Cited2*^CTL^, *Cited2*^CTL^;*Mcl1*, *Cited2*^CKO^, and *Cited2*^CKO^;*Mcl1* mice into lethally irradiated recipient mice (Figure 4D). Significantly, while *Cited2*-deficient HSCs failed to reconstitute recipient mice, HSCs from *Cited2*^CKO^;*Mcl1* mice successfully repopulated recipients, comparable with the reconstitution potential of HSCs from *Cited2*^CTL^ and *Cited2*^CTL^;*Mcl1* mice (Figures 4E and 4F). No statistically significant differences were found in repopulation potential between HSCs from *Cited2*^CTL^ and *Cited2*^CTL^;*Mcl1* mice (Figures 4E and 4F). Consistent with these data, HSCs from *Cited2*^CKO^;*Mcl1* mice contributed significantly more to the total BM and HSC compartments of recipient mice compared with *Cited2*^CKO^ HSCs, which failed to efficiently reconstitute recipients (Figure 4G). Finally, BM cells from *Cited2*^CTL^, *Cited2*^CTL^;*Mcl1*, *Cited2*^CKO^, and *Cited2*^CKO^;*Mcl1* mice efficiently generated primary colonies (Figure 4H), and while *Cited2*-deficient cells failed to replate secondary colonies, strikingly, *Cited2*^CKO^;*Mcl1* cells efficiently produced comparable colony numbers to control cells (Figure 4I). Therefore, *Mcl1* acts downstream of *Cited2 in vivo* and at least in part mediates CITED2 functions in sustaining the HSC pool under steady-state hematopoiesis and promoting their long-term reconstitution capacity.

### *Cited2* regulates *Pten* to maintain the HSC pool

PTEN is required for cell-autonomous HSC maintenance (Yilmaz et al., 2006; Zhang et al., 2006) and its deletion results in loss of adult HSC function through activation of mTORC2-dependent signaling (Magee et al., 2012). Given that *Pten* expression was decreased in *Cited2*-deficient HSCs (Figure 4A), we sought to genetically interrogate the putative CITED2→PTEN axis. We took advantage of the principle that if genes act in common pathways they should genetically interact, i.e., the compound heterozygosity should generate phenotypes not observed in mice heterozygous for a single gene of interest (Vidal et al., 2011). We investigated whether combined *Pten* and *Cited2* heterozygosity causes loss of HSC functions compared with *Pten* or *Cited2* heterozygosity alone. We generated *Cited2*^+/fl^;*Pten*^+/fl^;*Vav-iCre* (*Cited2*^Het^;*Pten*^Het^), *Cited2*^Het^, *Pten*^Het^, and control mice (Figure S2A). We found that *Cited2*^Het^ and *Pten*^Het^ mice had normal BM cellularity and largely unaffected numbers of Lin^−^, LK, and LSK cells within the BM (Figures S2B and S2C). However, while control, *Cited2*^Het^, and *Pten*^Het^ mice had comparable numbers of HSCs, *Cited2*^Het^;*Pten*^Het^ mice displayed subtly but significantly decreased numbers of HSCs. To assess the repopulation capacity of *Cited2*^Het^;*Pten*^Het^ HSCs, we competitively transplanted HSCs of all relevant genotypes into lethally irradiated recipients (Figure S2D). While HSCs of all genotypes gave equal overall long-term reconstitution capacity in the PB compartment (Figure S2E), *Cited2*^Het^;*Pten*^Het^ HSCs had a slightly decreased capacity to contribute to the BM reconstitution of the recipient mice (Figure S2F). Moreover, *Cited2*^Het^;*Pten*^Het^ HSCs failed to contribute to the HSC compartments of the recipients (Figure S2G). Therefore, given that *Cited2*^Het^;*Pten*^Het^ HSCs sustain hematopoiesis upon transplantation, but fail to efficiently repopulate the HSC compartment of the recipients, the CITED2→PTEN axis may contribute to long-term HSC maintenance but is unlikely to be essential for the reconstitution potential of HSCs.

### *Cited2* deletion dysregulates multiple pathways whose strict control is required for HSC integrity

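RNA was sequenced from HSCs (LSKCD48-CD150+ cells) sorted from 5 *Cited2* CTL and 5 *Cited2* CKO mice aged 8 to 12 weeks. *Cited2* CTL mice carry floxed *Cited2* alleles without Cre, and in *Cited2* CKO mice *Vav-iCre* deletes *Cited2* in the hematopoietic system. The authors aligned single-ended reads to GRCm38 with HISAT2, counted them per gene with Rsubread and deposited the counts without normalization. The deposited counts summed to between 3058690 and 4548795 per *Cited2* CTL library (median 3984482) and between 3500215 and 4315029 per *Cited2* CKO library (median 4218483). Of 26146 genes, the 14165 that passed edgeR's filterByExpr were tested after TMM normalization with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The test, the filter on low counts and the GC content of the genes could each change which genes were called.
The deleted gene was examined first. *Cited2* lies on chromosome 10 of GRCm38 from 17723218 to 17725674. It was expressed at 163 ± 42.7 CPM (counts scaled to the normalized library total; SD, n = 5) in the *Cited2* CTL libraries, with a range from 101 to 222 CPM. In the libraries labelled CKO 1, CKO 2, CKO 4 and CKO 5 it was expressed at 3.803, 4.21, 5.00 and 8.30 CPM. The library labelled CKO 3 had 120.1 CPM (508 counts), 73.6% of the *Cited2* CTL mean and above the lowest *Cited2* CTL library. Over all 10 libraries the log2 fold change of *Cited2* was -2.51 (standard error 0.94, adjusted p = 0.328, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the difference in CPM had p = 0.0159 in a two-sided exact permutation test (n = 5 per genotype). Leaving out each library in turn gave log2 fold changes from -4.92, without the library labelled CKO 3, to -2.23. The library labelled CKO 3 was kept in its labelled group, so every difference between the genotypes includes it.

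**Figure D1:**
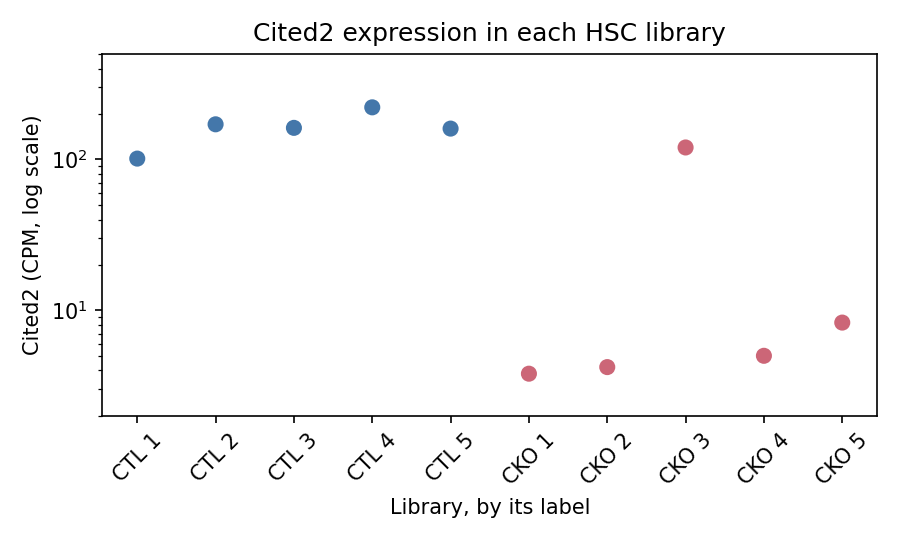
*Cited2* expression in CPM (log scale) in each of the 10 HSC libraries by label, 1 point per library, *Cited2* CTL in blue and *Cited2* CKO in red. The library labelled CKO 3 lies within the range of the *Cited2* CTL libraries and the 4 other *Cited2* CKO libraries lie below it.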

To further understand why *Cited2*-deficient HSCs undergo depletion and fail upon transplantation, we examined global gene expression in *Cited2*-deficient HSCs by RNA-seq. This analysis identified a number of dysregulated genes, with 119 upregulated and 143 downregulated genes (Figure 5A). 

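With an adjusted p threshold of 0.05 and a fold change above 20%, 17 genes were upregulated and 15 downregulated in *Cited2* CKO HSCs (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the library labelled CKO 3 included. At an unadjusted p under 0.05, 821 genes were higher and 1003 lower. The alternative that moved these numbers most was the Wald test in DESeq2, which is the test that the paper used. It called 146 upregulated and 192 downregulated genes, among them all 32 genes called by edgeR. For 31 of the 32 genes, all except *Cd53*, the CPM of the *Cited2* CKO and *Cited2* CTL libraries did not overlap, as for 471 of all tested genes (3.33%, where chance gives 0.794%). The upregulated genes had a median GC content of 43.1% and the downregulated genes 56.4%, against 48.8% for all tested genes. With an offset for GC content and gene length, chosen after the data were seen, 10 of the 32 genes were still called and all 32 kept their direction.
Among called genes without overlap and with a mean log2 CPM of at least 1, *Sva* (chromosome 6, 42038394 to 42042851) rose most, from 0.787 ± 1.14 to 30.9 ± 17.3 CPM (SD, n = 5 each), a log2 fold change of 5.24 (standard error 0.70, adjusted p = 0.00652, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the *Cited2* CTL libraries *Sva* had at most 11 counts. *Selp*, which encodes P-selectin (chromosome 1, 164115264 to 164150026), rose from 63.7 ± 24.4 to 195 ± 37.2 CPM (SD, n = 5 each), a log2 fold change of 1.61 (standard error 0.22, adjusted p = 0.00727, same test), with the library labelled CKO 3 at 129 CPM. *Gm16548* (chromosome 1, 164148591 to 164152217) had a log2 fold change of 1.81 (standard error 0.22, adjusted p = 0.00394, same test). Its exons overlap those of *Selp* and *F5* on the opposite strand and the paper's text does not name the use of strand in counting, so reads could have been counted on either gene. *Pls1* and *Slc9a9* had log2 fold changes of 1.48 and 1.37. *Tns2* (chromosome 15, 102100413 to 102116401) fell most, from 30.5 ± 10.1 to 6.47 ± 3.68 CPM (SD, n = 5 each), a log2 fold change of -2.23 (standard error 0.35, adjusted p = 0.0192, same test). *Rbm11*, *Paqr5*, *Npdc1* and *Tinagl1* had log2 fold changes of -1.58, -1.52, -1.39 and -1.11. Of these 10 genes, *Slc9a9*, *Tns2* and *Paqr5* had an adjusted p above 0.05 with the offset (0.0660, 0.0696 and 0.0696, same test).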

Gene set enrichment analysis (GSEA) indicated a broad dysregulation of multiple pathways and processes, which was compatible with the loss of HSC function. 

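Genes were ranked by the signed square root of edgeR's F statistic and compared with 13 gene lists written by hand from general knowledge of each pathway, which are not the MSigDB hallmark sets. The normalized enrichment score (NES) of a list is positive where its genes lie towards the upregulated end of the ranking. Of the 13 lists, 10 had an adjusted p under 0.05, with 5 positive and 5 negative NES. Since genes are not replicates, the mean z-score of log2 CPM over each list was also computed per library and compared with a two-sided exact permutation test (n = 5 per genotype, smallest possible p = 0.00794). By that test none of the lists with a positive NES differed at 0.05. The 5 lists with a negative NES did, and 3 of these kept an adjusted p under 0.05 over the 13 lists. The G2M checkpoint list (57 genes) had the highest NES, 1.95 (adjusted p = 0.000489, fgsea with Benjamini-Hochberg adjustment over the 13 lists), while its z-score was -0.17 ± 0.32 in *Cited2* CTL and 0.17 ± 0.59 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.254). Its members *Ccnb1*, *Bub1* and *Kif15* had log2 fold changes of 0.45, 0.38 and 0.43, none with an adjusted p under 0.05. The interferon gamma response list (76 genes) had an NES of 1.203 (adjusted p = 0.171, fgsea with Benjamini-Hochberg adjustment over the 13 lists). Leaving out each library in turn gave an NES from -0.798, without CKO replicate 5, to 1.82. Its adjusted p was under 0.05 without CKO replicate 3 and without CTL replicate 4 (same test). In this list 1 member, *Casp1*, was called (log2 fold change 0.47, adjusted p = 0.0360, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.195 with the offset for GC content and gene length). The heme metabolism list (87 genes) had an NES of -1.61 (adjusted p = 0.00770, fgsea with Benjamini-Hochberg adjustment over the 13 lists), and a z-score of 0.13 ± 0.12 in *Cited2* CTL and -0.13 ± 0.15 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.0317, adjusted p = 0.103). With the offset for GC content and gene length, 7 of the 10 lists kept the direction of their NES and an adjusted p under 0.05.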

Notably, we found that *Cited2*-deficient HSCs displayed activation of proinflammatory pathways, c-MYC and E2F targets, and K-RAS and mTORC1 signaling, whose elevated activity is known to lead to HSC exhaustion or loss of their reconstitution potential (Kim et al., 2017; Pietras, 2017; Sasine et al., 2018; Wilson et al., 2004; Yilmaz et al., 2006) (Figures 5B and 5C). 

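The inflammatory response list (61 tested genes) had an NES of 1.54 (adjusted p = 0.0165, fgsea with Benjamini-Hochberg adjustment over the 13 lists). Its z-score was -0.10 ± 0.06 in *Cited2* CTL and 0.10 ± 0.37 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.278), and the library labelled CKO 3 had the lowest value of all 10, -0.48. The libraries labelled CKO 1, CKO 2, CKO 4 and CKO 5 had 0.49, 0.29, 0.04 and 0.16. These lay above every *Cited2* CTL library (highest -0.02, CTL 3), so the overlap between the genotypes came from the library labelled CKO 3 alone. *Cd48*, a called member of the list, had a log2 fold change of 1.18 (standard error 0.20, adjusted p = 0.0264, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its adjusted p was above 0.05 with the offset for GC content and gene length (0.0660). *Il10ra* rose by 1.66 on the log2 scale (adjusted p = 0.0781, same test), with 8.75 CPM in the library labelled CKO 3 against a *Cited2* CTL mean of 9.12 CPM.
The list of MYC targets (68 genes) had an NES of 1.39 (adjusted p = 0.0442, fgsea with Benjamini-Hochberg adjustment over the 13 lists) and that of E2F targets (67 genes) an NES of 1.48 (adjusted p = 0.0212, same test). The z-score of MYC targets was -0.14 ± 0.56 in *Cited2* CTL and 0.14 ± 0.45 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.484). The z-score of E2F targets was -0.07 ± 0.12 in *Cited2* CTL and 0.07 ± 0.75 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.706), so neither difference was larger than the spread between libraries. E2F targets were highest in the libraries labelled CKO 3 and CKO 4 (0.80 and 0.77) and lowest in CKO 1 (-0.90). Leaving out CKO replicate 4 changed the direction of the NES of E2F targets to -0.817. With the offset for GC content and gene length neither list had an adjusted p under 0.05 (0.115 for MYC and 0.216 for E2F targets, fgsea with Benjamini-Hochberg adjustment over the 13 lists). *Kpnb1*, *Prdx3* and *Wdr43* among MYC targets and *Nasp*, *Dscc1* and *Gins1* among E2F targets had log2 fold changes from 0.16 to 0.55, none with an adjusted p under 0.05.
The mTORC1 signaling list (88 genes) had an NES of 0.850 (adjusted p = 0.776, fgsea with Benjamini-Hochberg adjustment over the 13 lists) and a z-score of -0.01 ± 0.40 in *Cited2* CTL and 0.01 ± 0.23 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.881). Ranked by DESeq2's Wald statistic, its NES changed direction to -1.03. Of its members, *Vldlr*, *Nampt* and *Psme3* had log2 fold changes of 0.79, 0.28 and 0.15. From GSEA, the paper states that these pathways were activated in *Cited2*-deficient HSCs, and relates their elevated activity to the HSC exhaustion or loss of reconstitution potential described in the studies it cites.

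**Figure D2:**
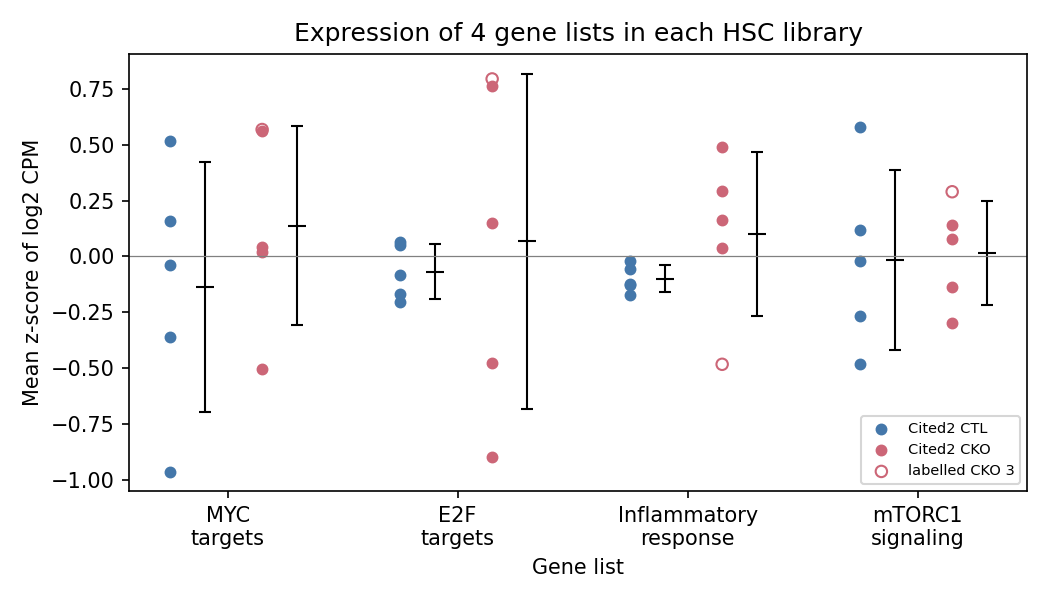
Mean z-score of log2 CPM over the genes of each of 4 lists, 1 point per library (*Cited2* CTL blue, *Cited2* CKO red, the library labelled CKO 3 as an open circle), with the mean and SD of each genotype (n = 5) in black. The genotypes overlap for each of the 4 lists.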

Consistent with upregulation of E2F and c-MYC targets, analysis of proximal promoters of upregulated genes revealed the presence of E2F and c-MYC motifs, suggesting that CITED2 may repress E2Fs and c-MYC (Figure 5D). We also found that promoters of the upregulated genes were enriched for the motif of RUNX1 (Figure 5D), whose increased expression in adult HSCs results in loss of their reconstitution potential (Ichikawa et al., 2008).

**Figure 5:**
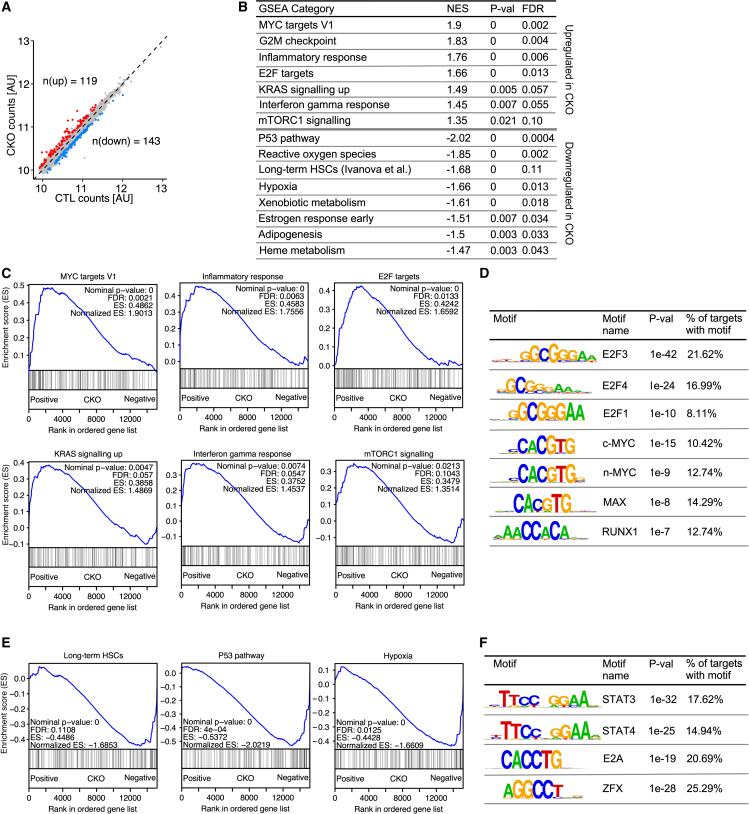
*Cited2*-deficient HSCs exhibit molecular signatures of functional HSC decline (A) Expression scatterplot of *Cited2*^*C*TL^ versus *Cited2*^CKO^ HSCs from 8- to 12-week-old mice (n = 5). Transcripts significantly up- (red) and downregulated (blue) in *Cited2*^CKO^ are highlighted (FDR < 0.05 and FC > 20%). (B) GSEA showing hallmark pathways up- and downregulated in *Cited2*^CKO^ HSCs. (C) GSEA plots showing upregulated pathways in *Cited2*^CKO^ HSCs. (D) DNA motifs of transcription factors enriched in proximal promoters (from −200 to +100 bp from transcription start site) of genes upregulated in *Cited2*^CKO^ HSCs. (E) GSEA plots showing downregulated pathways in *Cited2*^CKO^ HSCs. (F) DNA motif enrichments in proximal promoters of genes that are downregulated in *Cited2*^CKO^ HSCs.

Given that we observed activation of the mTORC1 signaling signature upon *Cited2* deletion in HSCs (Figures 5B and 5C), we asked whether rapamycin, a known mTORC1 inhibitor (Guertin and Sabatini, 2007), can rescue the replating defect resulting from *Cited2* deficiency. We serially plated BM cells from *Cited2*^CTL^ and *Cited2*^CKO^ mice into CFC assays, in the presence or absence of rapamycin. As expected, *Cited2*^CTL^ and *Cited2*^CKO^ cells generated primary colonies (Figure S3A). However, while *Cited2*^CTL^ cultures efficiently produced secondary colonies, *Cited2*^CKO^ cells displayed a replating defect, regardless of the presence or absence of rapamycin (Figure S3A). As such, we conclude that upregulation of the mTORC1 pathway alone in *Cited2*-deficient cells is insufficient to elicit the observed phenotypes. The identification and dissection of upregulated pathways upon *Cited2* deletion, which act together to cause HSC depletion, merit future investigation.

We next focused on pathways that were downregulated in *Cited2*^CKO^ HSCs. Interestingly, *Cited2* loss led to an overall downregulation in genes whose expression is a hallmark of long-term HSC signature (Ivanova et al., 2002) (Figures 5B and 5E). 

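A list of long-term HSC genes (73 tested genes), written by hand and not the published signature, had an NES of -1.72 (adjusted p = 0.00584, fgsea with Benjamini-Hochberg adjustment over the 13 lists), with 54 genes lower and 19 higher in *Cited2* CKO HSCs. Its z-score was 0.20 ± 0.02 in *Cited2* CTL and -0.20 ± 0.23 in *Cited2* CKO libraries (SD, n = 5 each), with each *Cited2* CKO library below each *Cited2* CTL library (exact permutation test p = 0.00794, adjusted p = 0.0344 over the 13 lists). The lowest value, -0.57, was that of the library labelled CKO 3. The called members of the list, *Selp* and *Gem*, were both higher in *Cited2* CKO HSCs, and *Gem* was chosen after its values were seen. *Tgm2* (chromosome 2, 158116402 to 158146436) fell from 225 ± 27.7 to 171.01 ± 2.51 CPM (SD, n = 5 each), a log2 fold change of -0.40 (standard error 0.08, adjusted p = 0.0715, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Egr1* (chromosome 18, 34859823 to 34864984) fell from 624 ± 66.1 to 460.0 ± 63.4 CPM (SD, n = 5 each), a log2 fold change of -0.44 (standard error 0.10, adjusted p = 0.0781, same test). The log2 fold changes of *Tgm2* and *Egr1* with the offset for GC content and gene length were -0.20 and -0.24 (adjusted p = 0.550 and 0.464, same test). With the offset for GC content and gene length the NES was -1.56 (adjusted p = 0.0142, fgsea with Benjamini-Hochberg adjustment over the 13 lists), and the z-scores with these trends removed still separated the genotypes (exact permutation test p = 0.00794, n = 5 per genotype, adjusted p = 0.103).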

*Cited2* loss also led to a decreased signature of the p53 pathway (Figures 5B and 5E), whose inhibition is detrimental to HSC integrity and function (Liu et al., 2009). 

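The p53 pathway list (147 tested genes) had the lowest NES of the 13 lists, -2.07 (adjusted p = 8.75e-07, fgsea with Benjamini-Hochberg adjustment over the 13 lists), with 96 genes lower and 51 higher. Its z-score was 0.18 ± 0.12 in *Cited2* CTL and -0.18 ± 0.13 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.00794, adjusted p = 0.0344), and the library labelled CKO 3 was the lowest of all 10 (-0.33). *Vdr* (chromosome 15, 97854425 to 97910630) fell from 78.0 ± 3.45 to 44.96 ± 8.27 CPM (SD, n = 5 each), a log2 fold change of -0.79 (standard error 0.13, adjusted p = 0.0264, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Ndrg1* (chromosome 15, 66929318 to 66969640), which is also in the hypoxia list, fell from 283 ± 22.03 to 199 ± 26.1 CPM (SD, n = 5 each), a log2 fold change of -0.51 (standard error 0.09, adjusted p = 0.0421, same test). *Ninj1* had a log2 fold change of -0.43 (adjusted p = 0.0781, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p-values of *Vdr*, *Ndrg1* and *Ninj1* with the offset for GC content and gene length were 0.0660, 0.117 and 0.347 (same test), and the list had an NES of -1.81 (adjusted p = 0.000266, fgsea with Benjamini-Hochberg adjustment over the 13 lists). *Trp53* had a log2 fold change of -0.10 (standard error 0.07, adjusted p = 0.621, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), which changed sign with the offset.

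**Figure D3:**
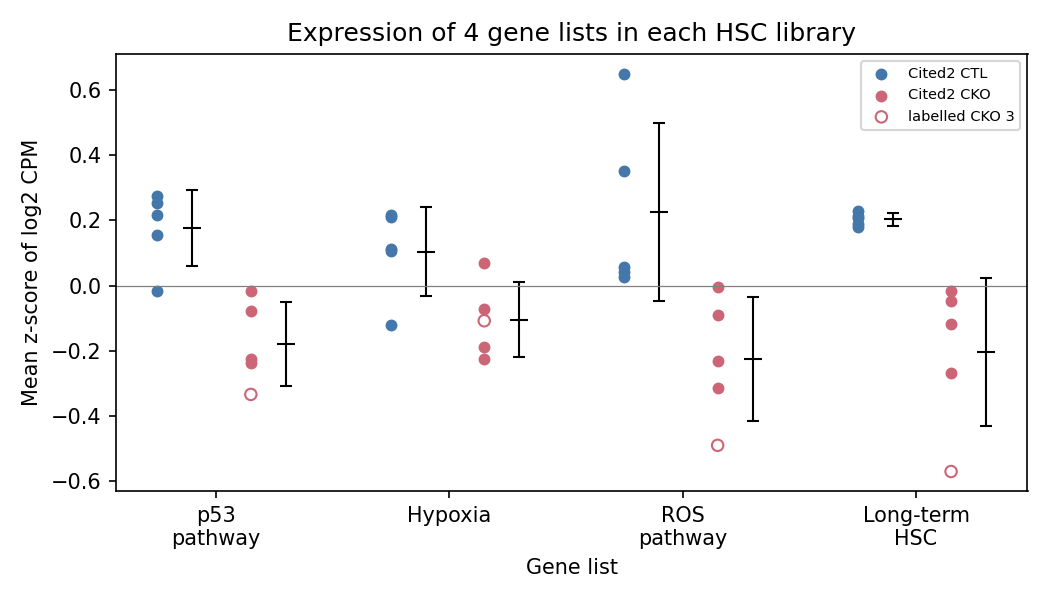
Mean z-score of log2 CPM over the genes of each of 4 lists, 1 point per library (*Cited2* CTL blue, *Cited2* CKO red, the library labelled CKO 3 as an open circle), with the mean and SD of each genotype (n = 5) in black. The genotypes do not overlap for the p53 pathway, ROS pathway and long-term HSC lists and overlap for the hypoxia list.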

*Cited2*^CKO^ HSCs displayed downregulation of the hypoxic signature (Figures 5B and 5E), implying their intrinsic inability to adapt to the physiologically hypoxic BM microenvironment where HSCs reside (Spencer et al., 2014). Moreover, we found that the reactive oxygen species (ROS) defense pathway was downregulated (Figure 5B). However, ROS levels were not elevated in *Cited2*^CKO^ HSCs (Figure S3B), and treatment of *Cited2*^CKO^ mice with the antioxidant N-acetyl-L-cysteine (NAC) did not rescue HSC depletion (Figures S3C and S3D), suggesting that ROS is unlikely to be responsible for the observed effects in HSCs lacking *Cited2*. Furthermore, in addition to the GSEA, our data revealed that several genes essential for HSC functions, including *Prdm16*, *Men1*, *Rnh1*, and *Akt2* were downregulated in *Cited2*^CKO^ HSCs (Figure S4) (Andina et al., 2019; Gudmundsson et al., 2020; Juntilla et al., 2010; Maillard et al., 2009). 

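The hypoxia list (105 tested genes) had an NES of -1.61 (adjusted p = 0.00584, fgsea with Benjamini-Hochberg adjustment over the 13 lists), with 61 genes lower and 44 higher. Its z-score was 0.10 ± 0.14 in *Cited2* CTL and -0.10 ± 0.12 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.0476, adjusted p = 0.124), with -0.11 in the library labelled CKO 3. *Gaa* (chromosome 11, 119267887 to 119285454) fell from 181 ± 19.8 to 136 ± 7.00 CPM (SD, n = 5 each), a log2 fold change of -0.41 (standard error 0.08, adjusted p = 0.0700, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The NES with the offset for GC content and gene length was -1.33 (adjusted p = 0.0925, fgsea with Benjamini-Hochberg adjustment over the 13 lists), and the z-scores with these trends removed did not differ (exact permutation test p = 0.294, n = 5 per genotype). *Hif1a* had a log2 fold change of 0.19 (standard error 0.10, adjusted p = 0.479, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).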

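The ROS pathway list (47 genes) had an NES of -1.93 (adjusted p = 0.00212, fgsea with Benjamini-Hochberg adjustment over the 13 lists), and 35 of its genes were lower in *Cited2* CKO HSCs. Its z-score was 0.23 ± 0.27 in *Cited2* CTL and -0.23 ± 0.19 in *Cited2* CKO libraries (SD, n = 5 each), without overlap between the genotypes (exact permutation test p = 0.00794, adjusted p = 0.0344), and the library labelled CKO 3 had the lowest value (-0.49). *Txnrd2* (chromosome 16, 18426384 to 18479073), which encodes a mitochondrial thioredoxin reductase, fell from 71.4 ± 3.70 to 51.8 ± 6.85 CPM (SD, n = 5 each), a log2 fold change of -0.46 (standard error 0.11, adjusted p = 0.109, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Pdlim1* and *Stk25* had log2 fold changes of -0.29 and -0.25, and no member of the list was called. With GC content and gene length trends removed, the difference in z-scores moved from -0.45 to -0.20 (exact permutation test p = 0.175, n = 5 per genotype), while the NES with the offset was -1.74 (adjusted p = 0.0142, fgsea with Benjamini-Hochberg adjustment over the 13 lists).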

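*Prdm16* (chromosome 4, 154316125 to 154636873) was expressed at 81.99 ± 7.37 CPM in *Cited2* CTL and 56.3 ± 6.65 CPM in *Cited2* CKO HSCs (SD, n = 5 each), a log2 fold change of -0.54 (standard error 0.11, adjusted p = 0.0709, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Men1* (chromosome 19, 6334979 to 6340891) was expressed at 108 ± 3.55 and 83.2 ± 8.12 CPM (SD, n = 5 each), a log2 fold change of -0.38 (standard error 0.09, adjusted p = 0.0921, same test). *Rnh1* (chromosome 7, 141160326 to 141172857) was expressed at 188 ± 8.16 and 156 ± 10.8 CPM (SD, n = 5 each), a log2 fold change of -0.27 (standard error 0.07, adjusted p = 0.119, same test). *Akt2* (chromosome 7, 27591552 to 27640826) was expressed at 115 ± 5.86 and 85.9 ± 9.86 CPM (SD, n = 5 each), a log2 fold change of -0.42 (standard error 0.09, adjusted p = 0.0783, same test). The paper reported these 4 genes as downregulated from the same data, so a difference here is not independent of that report. For each of the 4 genes every *Cited2* CKO library, the library labelled CKO 3 included, lay below every *Cited2* CTL library (exact permutation test p = 0.00794, the smallest that 5 against 5 allow), but none had an adjusted p under 0.05. With DESeq2's Wald test and Benjamini-Hochberg adjustment all 4 did (adjusted p = 0.00237, 0.00801, 0.0211 and 0.00406 in the order above). With the offset for GC content and gene length their log2 fold changes were -0.46, -0.19, -0.15 and -0.26 (adjusted p = 0.322, 0.521, 0.462 and 0.394, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).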

Finally, further interrogation of promoters of the downregulated genes revealed the presence of motifs for STAT3, STAT4, E2A, and ZFX transcription factors (Figure 5F), all of which are required for HSC maintenance and function (Galan-Caridad et al., 2007; Holmfeldt et al., 2016; Mantel et al., 2012; Semerad et al., 2009). Thus, CITED2 controls multiple fundamental pathways in HSCs to safeguard their integrity.

## Discussion

Given that the functional role of CITED2 in HSC biology under unperturbed conditions remains poorly understood, here we conditionally deleted *Cited2* specifically from the hematopoietic system. While steady-state hematopoiesis in young and aging mice lacking *Cited2* was largely unaffected, HSCs were significantly depleted in young mice, at least in part via increased apoptosis, and failed to expand upon physiological aging. Importantly, these findings imply that HSCs under steady-state conditions require *Cited2* to regulate the size of their pool but not to sustain long-term multilineage hematopoiesis. Furthermore, while *Cited2*-deficient HSCs successfully homed to the BM upon transplantation, they completely failed to reconstitute hematopoiesis, indicating that HSCs critically require *Cited2* to function under stressful conditions imposed by transplantation. Finally, significantly, phenotypes elicited by *Cited2* deficiency demonstrate that unperturbed multilineage hematopoiesis can be sustained long term while the HSC pool is drastically depleted, thus underscoring the remarkable plasticity of the hematopoietic system under steady-state conditions.

Previous studies using poly(I:C)-inducible *Mx1-Cre* concluded that CITED2 regulates HSC survival and quiescence by repressing INK4A/ARF and HIF-1alpha, respectively (Du et al., 2012; Kranc et al., 2009). However, cellular and molecular mechanisms via which CITED2 controls the HSC pool under steady-state conditions and HSC reconstitution potential upon transplantation have remained largely unexplored. Here, we found that, under steady-state conditions, *Cited2*-deficient HSCs maintain their quiescent state but undergo increased apoptosis. Notably, *Cited2* is required for the expression of HSC survival and self-renewal regulator *Mcl1* (Campbell et al., 2010b; Opferman et al., 2005), whose hematopoiesis-specific overexpression partially rescued depletion of *Cited2*-deficient HSCs, and their ability to reconstitute long-term multilineage hematopoiesis. We therefore propose that the CITED2→MCL-1 axis protects the integrity of the HSC pool by promoting HSC survival under the steady-state conditions and upon transplantation. Furthermore, *Cited2* was necessary for normal expression of *Pten*, whose deletion results in a cell-autonomous HSC depletion and defective reconstitution potential (Yilmaz et al., 2006). 

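A list of PI3K/AKT/mTOR signaling genes written by hand (88 genes) had an NES of 1.22 between HSCs from the 5 *Cited2* CKO and the 5 *Cited2* CTL mice (adjusted p = 0.143, fgsea with Benjamini-Hochberg adjustment over the 13 lists), with 43 genes higher and 45 lower. Its z-score was 0.01 ± 0.15 in *Cited2* CTL and -0.01 ± 0.11 in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.706), with -0.10 in the library labelled CKO 3, so the NES and the z-score had opposite directions. Without a filter on low counts the NES changed direction to -1.05. *Sla* (chromosome 15, 66780819 to 66831829) rose from 211 ± 15.8 to 292.04 ± 14.9 CPM (SD, n = 5 each), a log2 fold change of 0.47 (standard error 0.07, adjusted p = 0.0130, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was also called with the offset for GC content and gene length (adjusted p = 0.0436, same test). *Rps6ka3* (chromosome X, 159210307 to 159368244) rose from 70.5 ± 11.1 to 113 ± 10.1 CPM (SD, n = 5 each), a log2 fold change of 0.67 (standard error 0.12, adjusted p = 0.0309, same test), with an adjusted p of 0.120 with the offset (same test). *Cltc* had a log2 fold change of 0.27.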

Consistent with *Pten* downregulation, *Cited2*-deficient HSCs displayed increased signatures of PI3K/AKT and mTOR signaling, whose suppression by PTEN is essential for HSC maintenance (Lee et al., 2010; Yilmaz et al., 2006). These data are in concordance with the previous demonstration that *Cited2* deletion in HSCs leads to an increased AKT activity (Du et al., 2014). Indeed, given that PTEN is a negative regulator of AKT, our results help to explain increased AKT activation upon *Cited2* loss. Given that *Cited2*^Het^;*Pten*^Het^ HSCs displayed normal multilineage reconstitution potential but poorly contributed to the HSC pool upon transplantation, and that rapamycin did not rescue defects resulting from *Cited2* deficiency, it is likely that the CITED2→PTEN/PI3K/AKT/mTOR axis contributes to long-term HSC maintenance but is not solely critical for HSC functions.

Poly(I:C)-inducible *Mx1-Cre* deletion of *Cited2* results in loss of quiescence of HSCs, a phenotype that is partially mediated by HIF-1alpha (Du et al., 2012, 2014). Notably, however, our data indicate that *Vav-iCre*-mediated deletion of *Cited2* under homeostasis has no impact on HSC quiescence. Furthermore, our GSEA analyses showed that the hypoxia signature was in fact downregulated in *Cited2*-deficient HSCs. The discrepancies between our findings and those by Du et al. (2012, 2014) may be explained by different strategies of gene deletion, as poly(I:C) (used to induce *Mx1-Cre*-driven gene ablation) is known to transiently alter HSCs (i.e., induce cycling, increase frequency, and alter phenotype), unlike *Vav-iCre*, which is constitutively expressed, and as such more accurately allows for gene deletion under steady-state conditions. Thus, it is possible that concurrent poly(I:C) administration and *Cited2* deletion in the *Mx1-Cre*-mediated model may exhibit exacerbated phenotypes not seen in the *Vav-iCre* model.

While in this study we focused on functional interrogation of the CITED2→MCL-1 and CITED2→PTEN axes, our work suggests that CITED2 is also likely to control other diverse pathways to coordinate HSC biology. Our analyses indicate that CITED2 represses multiple pathways downstream of c-MYC, E2F, and RUNX1 transcription factors and K-RAS and proinflammatory signaling pathways, whose upregulation has detrimental consequences for HSC integrity (Ichikawa et al., 2008; Kim et al., 2017; Pietras, 2017; Sasine et al., 2018; Wilson et al., 2004; Yilmaz et al., 2006). Finally, CITED2 is necessary for the expression of genes regulated by STAT3, STAT4, E2A, and ZFX transcription factors, which are essential for HSC maintenance (Galan-Caridad et al., 2007; Holmfeldt et al., 2016; Mantel et al., 2012; Semerad et al., 2009). Thus, given its dual action in gene transcription, we propose that CITED2 functions at the center of the transcriptional regulatory network to repress pathways detrimental to HSC integrity, and promote those necessary for HSC maintenance.

## Experimental procedures

### Mice

All mice were on the C57BL/6J genetic background. *Cited2*^fl/fl^ (Kranc et al., 2009; MacDonald et al., 2008), *VavP-Mcl1* (Campbell et al., 2010b), *Pten*^fl/fl^ (Yilmaz et al., 2006), and *Vav-iCre* (de Boer et al., 2003) mice were described previously. All transgenic and knockout mice were CD45.2^+^. Recipient mice were CD45.1^+^/CD45.2^+^. All experiments on animals were performed under UK Home Office authorization.

### Flow cytometry

BM, spleen, and PB samples were stained and analyzed as described previously (Guitart et al., 2017). FACS analyses were performed using an LSRFortessa (BD). Cell sorting was performed on a FACSAria Fusion (BD). Data were analyzed using FlowJo.

A combination of anti-mouse antibodies purchased from BD Biosciences, BioLegend, and Life Technologies was used. The following BD Biosciences antibodies were used: Fc block (cat. no. 553142), anti-CD4; biotin conjugated (cat. no. 553649), anti-CD5; biotin conjugated (cat. no. 553019), anti-CD8a; biotin conjugated (cat. no. 553029), anti-CD11b; biotin conjugated (cat. no. 553309), anti-CD45R/B220; biotin conjugated (cat. no. 553086), anti-Ter119; biotin conjugated (cat. no. 553672), anti-Gr-1/Ly-6G/C; biotin conjugated (cat. no. 553125), anti-CD34; FITC conjugated (cat. no. 553733), and streptavidin; BV421 conjugated (cat. no. 563259). BioLegend antibodies used were anti-c-Kit/CD117; APC conjugated (cat. no. 105812), anti-c-Kit/CD117; APC-Cy7 conjugated (cat. no. 105826), anti-Sca-1; APC-Cy7 conjugated (cat. no. 122520), anti-Sca-1; PB conjugated (cat. no. 108125), anti-CD48; PE conjugated (cat. no. 103406), anti-CD150; PE-Cy7 conjugated (cat. no. 115914), anti-CD135; APC conjugated (cat. no. 135310), anti-CD135; PE conjugated (cat. no. 135305), anti-CD16/32; APC-Cy7 conjugated (cat. no. 101328), anti-CD41; APC conjugated (cat. no. 133914), anti-CD105; PE conjugated (cat. no. 120408), anti-CD127; BV421 conjugated (cat. no. 135023), anti-TER-119; FITC conjugated (cat. no. 116206), streptavidin; PerCp conjugated (cat. no. 405213), anti-CD19; APC-Cy7 conjugated (cat. no. 115530), anti-CD45R/B220; APCCy7 conjugated (cat. no. 103224), anti-CD11b; APC conjugated (cat. no. 101211), anti-Gr-1/Ly-6G/C; PE-Cy7 conjugated (cat. no. 108416), anti-CD4; PE conjugated (cat. no. 130310), anti-CD8a; PE conjugated (cat. no. 100708), anti-CD45.1; FITC conjugated (cat. no. 110706), anti-CD45.2; PB conjugated (cat. no. 109820), anti-Ki67; FITC conjugated (cat. no. 652410). Annexin V; FITC conjugated (cat. no. 640906), and 7-AAD (cat. no. 420403) were purchased from BioLegend. DAPI was purchased from Life Technologies (cat. no. D1306).

### Administration of NAC

Mice received 30 mg/mL of NAC (Sigma) in drinking water for 4 weeks. The water bottles containing NAC were changed twice a week.

### ROS detection

For detection of mitochondrial super oxide, 3 × 10^6^ BM cells stained first for LSK were resuspended in X-Vivo 15 medium (without phenol red) supplemented with 10% FCS, loaded with 5 μM MitoSox red (Invitrogen) for 20 min at 37°C and analyzed using FACS.

### CFC assays

CFC assays were performed using MethoCult M3434 (STEMCELL Technologies). Colonies were tallied at day 10. For CFC replating, CFC1 cells were washed with IMDM then seeded in M3434.

### Transplantation assays

Lethal irradiation of CD45.1^+^/CD45.2^+^ recipient mice was achieved using a split dose of 11 Gy (two doses of 5.5 Gy administered 4 h apart) at an average rate of 0.58 Gy/min using a Cesium 137 GammaCell 40 irradiator. For transplantations 100 HSCs or 2,000 LSK sorted from BM of 8- to 10-week old adult mice mixed with 200,000 support CD45.1^+^ wild-type BM cells were injected into lethally irradiated CD45.1^+^/CD45.2^+^-recipient mice.

### Homing assay

LSK cells sorted from CD45.2^+^ BM were injected into CD45.1^+^ lethally irradiated recipients (160,000 cells per mouse). After 18 h, recipients were sacrificed and BM CD45.2^+^ chimerism was analyzed by FACS.

### qRT-PCR

Gene expression analyses were performed as described previously (Guitart et al., 2017). Differences in input cDNA were normalized with *Actb* expression.

### Statistical analyses

Statistical analyses were performed using GraphPad Prism software. p values were calculated using a Mann-Whitney U test.

### RNA-seq, GSEA, and DNA motif analysis

RNA-seq was performed on sorted HSCs from *Cited2*^CKO^ and *Cited2*^CTL^ animals (n = 5 per genotype). On average, 6,200 cells per sample were collected and 53.7 million single-ended 85-bp reads per sample were sequenced. Reads were aligned to the GRCm38 mouse genome using HISAT2 v.2.1.0 (Kim et al., 2015), and read counts were assessed per gene using the Rsubread package v.2.0.1 in R. Differential expression analysis was further performed using the Wald test in DESeq2 v.1.24, and genes were ranked according to moderated t statistics computed by DESeq2 for GSEA. The ranked gene list was compared with gene lists in the hallmark subset of the MSigDb database v.7.0 using the GSEA software tool v.3.0 (Subramanian et al., 2005).

For DNA motif analysis of proximal promoter regions, lists of up- and downregulated genes (FDR < 0.05, fold change > 20%) were mapped to gene loci using the basic set of ENCODE genomic annotation from Ensembl v.91. Next, proximal promoters were defined as the region from 200 bp upstream to 100 bp downstream of the transcription start site. Proximal promoter coordinates were shuffled within chromosomes using the bedtools shuffle tool with the –chrom flag to generate control DNA regions for motif analysis. Finally, DNA motifs overrepresented in promoters compared with control regions were identified by Homer v.4.10.

## Author contributions

K.R.K., A.V.G., and H.L. designed the experiments and wrote the paper. A.V.G. and H.L. performed *in vivo* experiments, and data analyses and interpretation. L.N.L. and M.B. analyzed gene expression. K.J.C. and S.C. produced *VavP-Mcl1* transgenic mice. A.T., J.D., A.V., A.B., C.M., E.G., C.M.-C., C.S., L.A., and J.C. helped with *in vivo* experiments, FACS, and data analyses. D.O., B.G., and N.P.R. provided significant expertise to this study. K.R.K. and A.V.G. contributed equally to this work.

## Conflicts of interests

The authors declare no competing interests.

## Data Availability

The RNA-seq data are deposited in NCBI's Gene Expression Omnibus (accession no. GSE175372).

How the deposited data were processed for this re-analysis (not part of the article)

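RNA was measured in LSKCD48-CD150+ HSCs from 5 *Cited2* CTL and 5 *Cited2* CKO mice. The authors aligned single-ended reads to GRCm38 with HISAT2 v.2.1.0, counted reads per gene with Rsubread v.2.0.1 and deposited counts per gene symbol, not normalized, together with the length of each gene in bases. The paper's text does not name the annotation used for counting, the treatment of reads that match several genes, the use of strand or any removal of duplicate reads, so values of genes that share reads with a near-identical copy or overlap another gene are uncertain. Samples were grouped by genotype from their labels and the paper's methods. Totals of the deposited counts lay between 3058690 and 4548795 per library, below the number of reads per sample that the paper gives as sequenced, and they limit the precision of genes with few counts.

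Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, libraries were normalized by TMM, and the genotypes were compared with the quasi-likelihood F test (robust dispersion, Benjamini-Hochberg adjustment, adjusted p under 0.05 and fold change above 20%, the thresholds of the paper). The common biological coefficient of variation was 25.3%. Log2 CPM used a prior count of 2. The 13 pathway lists were written by hand and tested with fgsea 1.28.0 (lists of at least 10 tested genes, seed 1), and the mean z-score of each list per library was compared by a two-sided exact permutation test. Positions and overlaps of genes were taken from the GENCODE annotation of GRCm38, and GC content from the longest transcript of each gene.

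The genes named in the text were chosen by a rule set before the data were examined: *Cited2*, the genes the paper names, the 5 genes with the largest log2 fold change in each direction among called genes without overlap between the genotypes and with a mean log2 CPM of at least 1, and the 3 members of each list with the smallest p-value in the direction of the NES. *Gem*, *Cd53*, *Tfr2*, *Obsl1* and the X- and Y-linked genes were named after their values were seen. Of the lists, 1 that counts in the numbers of lists and in the adjustments, and some of the genes, are not reported here. The alternatives set before the data were examined were DESeq2 1.42.0 with the Wald test (the paper used v.1.24), DESeq2's size factors in edgeR, no filter on low counts, at least 10 counts in every sample, limma-voom (limma 3.58.1), the replicate number as a block, 1 surrogate variable (sva 3.50.0), each library left out in turn, an adjusted p of 0.01, other fold change thresholds, and for the lists camera and Reactome sets. The pairing of libraries comes from the labels, which number the libraries of both genotypes from 1 to 5. An offset for GC content and gene length, the same offset with the replicate block, and log2 CPM of *Xist* as a covariate were added after the data were seen, each in a single form. The offset was fitted to each library (loess, span 50%), so it can also remove an effect of genotype that follows GC content or gene length.

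The scripts were tested on simulated data with the means and library sizes of the real genes. Of 200 genes changed by known amounts, edgeR recovered 178 (89%) with 6 false calls among 13643 tested genes, and DESeq2 recovered 181 with 31 false calls. The simulated changes were larger in size than that of *Prdm16* (log2 fold change -0.54), so the numbers recovered do not describe smaller changes. With a simulated GC trend that differed between the genotypes, edgeR made 4004 false calls without the offset and 13 with it. That trend was the same in every simulated *Cited2* CKO library. The real slopes differed among these libraries (-0.26 per 10% GC in CKO 2, 0.10 in CKO 5), so these false calls do not carry over to the real data. The promoter motifs of the paper were not analysed here.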

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

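The tests on the library labelled CKO 3, on Y-linked genes, on progenitor genes and on library totals were chosen only after the result was seen, as was that on the part of the log2 fold change kept with the offset, and the other test on GC content was chosen before GC content was measured but after the names of the most changed genes had been seen. In 178 groups of 5 libraries, the gap between the highest or lowest library and its nearest neighbour, divided by the range, was above 0.710 in 15, where chance gives 8.90. Of these, 5 were in the library labelled CKO 3, 3 in CTL 1, 2 in CKO 2, 2 in CKO 4, and 1 each in CTL 3, CKO 1 and CKO 5.

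*Cited2* was far higher in the library labelled CKO 3 than in the other *Cited2* CKO libraries (gap over range 0.786, log2 CPM 6.91 against 2.11 to 3.14). In that library *Gins1* was also the highest (0.734), and *Il10ra* (0.726), *Selp* (0.899) and the score of multipotent progenitor genes (0.856) were the lowest of the *Cited2* CKO libraries. A mislabelled sample, a mixture of *Cited2* CKO and *Cited2* CTL cells and incomplete deletion were weighed as explanations. On 500 genes chosen without it and without *Cited2*, where 0 is the *Cited2* CTL mean and 1 the *Cited2* CKO mean of the other libraries, the library labelled CKO 3 scored 0.470, while the other *Cited2* CKO libraries scored 0.571 to 0.810 and the *Cited2* CTL libraries 0.142 to 0.480. Its *Cited2* level corresponds to 72.7% *Cited2* CTL cells, and such a mixture would score 0.420. Of 41 genes called without it, it lay nearer the mean of the other *Cited2* CKO libraries for 19 (46.3%). The same share, on genes called without the library in question, was 0% to 19.2% for the *Cited2* CTL libraries, 18.8% to 54.5% for these after mixing by calculation with *Cited2* CKO at the share that *Cited2* implies, and 75.8% to 100% for the other *Cited2* CKO libraries. A second score, on genes chosen by another statistic from values with trends in GC content and gene length removed, was 0.471, where the *Cited2* CTL libraries scored 0.223 to 0.598 and the other *Cited2* CKO libraries 0.279 to 0.773, so it does not separate the genotypes and decides nothing. The condition that it must separate them was added after the scores were seen, and without it the second score would have counted towards a mislabelled sample. Gene by gene the library goes against a mislabelled *Cited2* CTL sample, although its first score lies within the *Cited2* CTL range. A mixture remains for these genes. By itself it would not make this library the lowest of all 10, as it was for the p53 pathway, ROS pathway and long-term HSC lists. Those scores still held trends in GC content. The slope of log2 CPM was -0.19 per 10% GC in this library, against 0.05 to 0.18 in the *Cited2* CTL libraries. The 3 lists thus do not decide on a mixture. Incomplete deletion in part of the cells would look like such a mixture and was not tested apart from it.

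In the library labelled CKO 2, *Xist* was at 101% of its level in the 3 other libraries with *Xist*, and 4 Y-linked genes were at a mean of 46.1% of their level in the 6 libraries without it. A mixture of cells from female and male mice with that share of male cells would put *Xist* at 53.9%, so *Xist* goes against it, although the Y-linked genes lay at similar parts of their level: *Kdm5d* was at 35.9%, *Uty* at 40.5%, *Ddx3y* at 48.3% and *Eif2s3y* at 59.7%. Reads exchanged between libraries would also put Y-linked counts in the other libraries with *Xist*, where their mean was at most 0.527%, under the 1% set as the limit. The highest single gene there was above 1%: *Eif2s3y* at 2.01% in the library labelled CKO 3 (19 counts). In that library *Ddx3y* had 1 count and *Kdm5d* and *Uty* had 0. Neither explanation accounts for both *Xist* and the Y-linked genes. *Rbm38* (0.754) and *Tinagl1* (0.835) were the lowest of the *Cited2* CKO libraries in CKO 2. With *Xist* in 2 *Cited2* CTL and 2 *Cited2* CKO libraries, the share of called genes on chromosome X or Y was 1.77 times that among tested genes, under the 3 times set as the limit for an effect of sex. No biological explanation was tested.

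*Cd48*, whose protein was used to exclude cells in sorting and which the paper does not discuss for these data, was higher in *Cited2* CKO HSCs (log2 fold change 1.18) in 5 of 5 libraries. More multipotent progenitors among the sorted cells might raise it. The other 15 genes of a progenitor list did not differ between the genotypes (exact permutation test p = 0.143, 4 of 5 *Cited2* CKO libraries above the *Cited2* CTL mean). That test cannot exclude such cells, because 1 library lay apart from the rest of its genotype. With *Cd48* in the list, the library labelled CKO 3 scored -0.62 and the other *Cited2* CKO libraries 0.44 to 0.62. The highest *Cited2* CTL score was 0.22 (CTL 5). With the offset for GC content and gene length the log2 fold change of *Cd48* was 1.11 and its adjusted p 0.0660 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), where the adjusted p over its alternatives ranged from 2.18e-05 to 0.105. It kept 93.7% of its log2 fold change with the offset, so GC content and gene length account for little of the size of the difference, while the call depends on the offset.

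The remaining gaps were those of *Bub1* in CKO 1 (0.941, lowest), *Casp1* (0.740), *E2f1* (0.865) and *Rps6ka3* (0.715) in CTL 1 (each lowest), *Vdr* in CTL 3 (0.732, lowest), *E2f3* in CKO 5 (0.792, highest), *Gata2* in CKO 4 (0.733, highest) and the total counts of CKO 4 (0.795, lowest, 3500215 counts). Totals did not differ between the genotypes (exact permutation test p = 0.381). No biological explanation was tested.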

How the results depend on the processing

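The settings with an offset for GC content and gene length and with *Xist* as a covariate were chosen after seeing the data. The cause of a change was not tested unless a value is given for it.

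Against 17 upregulated and 15 downregulated genes in edgeR, DESeq2's Wald test called 146 and 192, an adjusted p of 0.01 left 5 and 3, and 1 surrogate variable gave 22 and 28. The 10 fits that each left out one library gave from 5 to 27 upregulated and from 3 to 18 downregulated genes. DESeq2's size factors, no filter on low counts, at least 10 counts in every sample, limma-voom, the *Xist* covariate and the other fold change thresholds gave numbers within 1.5 times those in edgeR. With the GC and length offset 7 and 3 genes were called, all of them among the 32, and with the offset and the replicate block 8 and 2.

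With the replicate number as a block, 15 genes were upregulated and 9 downregulated, 19 of them called without it. Same-numbered libraries are different mice, and the correlation between their deviations from the group means was 0.064 on average (from -0.095 to 0.21), against -0.015 for other pairs. With the block the NES of MYC targets was 1.35, no longer with an adjusted p under 0.05, and that of interferon gamma response 1.40, now under it.

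*Cited2* fell in every fit run, with log2 fold changes from -4.92 to -2.23 across the fits that left out one library. It had an adjusted p under 0.05 only without CKO replicate 3 and with limma-voom (log2 fold change -3.99).

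The long-term HSC list kept the direction of its NES and its side of the threshold in all 21 alternatives run, and the p53 pathway and ROS pathway lists in all except the Reactome sets (-0.859 and -1.05). Of the other Reactome sets, G2M checkpoint (1.71), E2F (1.30), inflammatory (1.03), MYC (0.984) and heme (-1.38) were weaker, and mTORC1 (-1.06), PI3K (-1.36) and hypoxia (0.546) had the opposite direction. Long-term HSC had no Reactome set. The set used for MYC was Translation, that for E2F Mitotic G1-G1 S phases and that for inflammatory Cytokine Signaling in Immune system. These are different sets of genes from the lists, so their weaker values do not decide on the lists. Camera gave weaker results for E2F (0.301), inflammatory (0.526), hypoxia (-0.370) and heme (-0.442), as differences in mean moderated t. The NES of mTORC1 was -1.03 with DESeq2's Wald test. Without a filter on low counts it was -1.23, that of PI3K -1.05, of MYC 0.928 and of E2F 1.15. E2F targets had an NES of 1.35 with limma-voom, and interferon gamma response 1.37 with 1 surrogate variable.

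With the GC and length offset the NES of MYC targets was 1.30, of E2F targets 1.19 and of hypoxia -1.33, each no longer under an adjusted p of 0.05, and that of interferon gamma response 1.56, now under it. With the offset and the replicate block these were 1.33, 1.35, -1.27 and 1.73. Across the fits that left out one library the NES ranged from 0.726 to 2.01 for MYC, -0.817 to 2.09 for E2F, 1.40 to 2.67 for G2M checkpoint, 1.34 to 1.95 for inflammatory response, -0.798 to 1.82 for interferon gamma response, -1.25 to 1.36 for mTORC1, -0.959 to 1.37 for PI3K and -1.71 to -1.37 for heme.

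Among the genes reported here, the log2 fold change changed sign with the offset for *E2f4* (0.0070), *Gata2* (0.037), *Trp53* (0.00062) and *Zfx* (-0.078), and with the offset and the block for *E2f4* (0.0079), *Gata2* (0.038) and *Zfx* (-0.088). Leaving out one library gave -0.30 to 0.0084 for *E2f3* and -0.018 to 0.13 for *Zfx*. DESeq2's Wald test brought 20 of the genes followed in each setting under the threshold, and the offset took 8 above it. The promoter motif tests were not run.

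The totals of 3058690 to 4548795 counts limit the precision of genes with few counts.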

Differences from the paper's values

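Of the settings named in this part, the GC and length offset was chosen only after the result was seen. With edgeR's quasi-likelihood test 17 genes were upregulated and 15 downregulated, where the paper's values are 119 and 143. Of the alternatives set before the data were examined, DESeq2's Wald test, which the paper's methods name, gave numbers within 1.5 times the paper's (146 and 192). The other alternatives set before the data were examined did not, with 5 to 27 upregulated and 3 to 28 downregulated genes.

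The paper reports *Prdm16*, *Men1*, *Rnh1* and *Akt2* as downregulated. Their log2 fold changes were -0.54, -0.38, -0.27 and -0.42, without an adjusted p under 0.05 in edgeR. DESeq2's Wald test gave all 4 an adjusted p under 0.05, and without CKO replicate 4 so did edgeR for *Akt2* (0.0479, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all alternatives the adjusted p ranged from 0.00237 to 0.431 for *Prdm16*, 0.00801 to 0.564 for *Men1*, 0.0211 to 0.558 for *Rnh1* and 0.00406 to 0.481 for *Akt2*.

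The paper reports mTORC1 signaling and a signature of PI3K/AKT signaling as increased. With the lists written by hand, their NES were 0.850 and 1.22 (adjusted p = 0.776 and 0.143, fgsea with Benjamini-Hochberg adjustment over the 13 lists), and no setting run gave either an adjusted p under 0.05 (lowest 0.0617 and 0.0617, both without CTL replicate 1). The paper's Fig. 5B shows interferon gamma response as increased, where the list had an adjusted p of 0.171 (same test). It was under 0.05 with the replicate block, with 1 surrogate variable, without CTL replicate 4, without CKO replicate 3 and with the GC and length offset, which was chosen after seeing the values, alone or with the block. The lists are not the hallmark sets of the paper.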

Other observations

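The tests of a small random part of the reads and of the part of the log2 fold change kept with the offset were chosen only after the result was seen, and the other tests on GC content after the names of the most changed genes had been seen.

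The 10 libraries can be split into groups of 5 in 126 ways, of which 100 were run, the 16 that part all 5 same-numbered pairs, as the real split does, and 84 others, of which 62 part 3 pairs and 22 part 1. With 16 splits the share with a result as large is never under 6.25%, so these 16 alone cannot exclude an accidental grouping for the numbers of genes or the NES. For the numbers of upregulated and of downregulated genes 1 of the 16, the real one, gave a result as large in edgeR and in DESeq2. In edgeR the other 15 gave 0 genes and the 84 others at most 1 in a direction, and in DESeq2 the other 15 gave at most 31. For the NES, the number of the 16 splits with a value as large was 2 for the p53 pathway, 2 for ROS, 2 for heme metabolism, 4 for long-term HSC, 4 for G2M checkpoint, 5 for hypoxia, 5 for inflammatory response, 5 for PI3K, 10 for MYC targets, 11 for E2F targets, 11 for interferon gamma response and 16 for mTORC1. Among the 84 others it was 1 for the p53 pathway, 4 for ROS, 7 for heme metabolism, 14 for long-term HSC, 33 for G2M checkpoint, 8 for hypoxia, 22 for inflammatory response, 12 for PI3K, 42 for MYC targets, 51 for E2F targets, 68 for interferon gamma response and 75 for mTORC1.

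Log2 fold changes fell with GC content across the 13895 tested genes with a value (Spearman's rho -0.449, and 0.101 with gene length, across genes, which are not independent replicates). The slope of log2 CPM on GC content differed between the genotypes (exact permutation test p = 0.0317), with -0.26 per 10% GC in CKO 2, -0.19 in CKO 3 and -0.18 in CKO 1, but 0.10 in CKO 5, against 0.05 to 0.18 in the *Cited2* CTL libraries. With the offset, which can also remove a real effect of genotype, 10 of the 32 genes were still called. The 22 others kept a median of 88.2% of their log2 fold change, and the lowest values were those of *Tfr2* (46.6%) and *Obsl1* (63.6%), so for most of them GC content and gene length account for little of the size of the difference. Of the 10 lists past the threshold 3 lost it with the offset (MYC targets, E2F targets and hypoxia). Of the 5 lists whose z-scores had an exact p under 0.05, 3 lost it with the trends removed (hypoxia 0.294, ROS 0.175 and heme metabolism 0.0556). The p53 pathway (0.0159) and long-term HSC (0.00794) lists kept it, both with an adjusted p of 0.103 over the 13 lists, and are not fully explained by GC content. Their differences in z-scores moved from -0.355 to -0.172 and from -0.407 to -0.293. That of heme metabolism moved less than that of the p53 pathway, from -0.256 to -0.187. GC content and gene length could thus account for a large part of the p53 pathway difference.

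Counts were close to gene length in abundant genes. Of 24131 genes of at least 500 bases, 38 had over 1 count per base in a library and 0 over 2 (highest 1.72), and the 100 most abundant genes took 4.91% to 5.62% of the counts. A small random part of the reads would leave genes above 2 counts per base, which was not seen. Removal of duplicate reads by position could give this pattern and remains as an explanation: over 6 classes of genes from the fewest to the most counts per base, the median slope of log counts on log totals fell at each step (1.23, 1.10, 0.998, 0.904, 0.732 and 0.519), as such removal would give, although the last value was just above the 0.5 set as the limit. No biological explanation was tested.

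For genes that the paper measured by qRT-PCR in LSK cells (Fig. 4A), log2 fold changes in HSCs were 0.36 for *Mcl1* (adjusted p = 0.321), -0.18 for *Gata2* (adjusted p = 0.518), 0.26 for *Gata1* (adjusted p = 0.604), -0.43 for *Foxo3* (adjusted p = 0.598) and 0.21 for *Bmi1* (adjusted p = 0.626), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Mcl1* was at 220.0 ± 48.3 CPM in *Cited2* CTL and 282 ± 46.9 CPM in *Cited2* CKO libraries (SD, n = 5 each, exact permutation test p = 0.0794). Of the factors whose motifs the paper reports, *Myc* had a log2 fold change of -0.26, *E2f1* -0.39, *Runx1* 0.11, *Stat3* -0.22, *Stat4* 0.071, *Tcf3* -0.31 and *Zfx* 0.065, none with an adjusted p under 0.05 in edgeR. *Cdkn2a* had too few counts to be tested.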
